# Analysis of Transcriptional Regulatory Pathways of Photoreceptor Genes by Expression Profiling of the *Otx2-*Deficient Retina

**DOI:** 10.1371/journal.pone.0019685

**Published:** 2011-05-13

**Authors:** Yoshihiro Omori, Kimiko Katoh, Shigeru Sato, Yuki Muranishi, Taro Chaya, Akishi Onishi, Takashi Minami, Takashi Fujikado, Takahisa Furukawa

## Abstract

In the vertebrate retina, the Otx2 transcription factor plays a crucial role in the cell fate determination of both rod and cone photoreceptors. We previously reported that *Otx2* conditional knockout (CKO) mice exhibited a total absence of rods and cones in the retina due to their cell fate conversion to amacrine-like cells. In order to investigate the entire transcriptome of the *Otx2* CKO retina, we compared expression profile of *Otx2* CKO and wild-type retinas at P1 and P12 using microarray. We observed that expression of 101- and 1049-probe sets significantly decreased in the *Otx2* CKO retina at P1 and P12, respectively, whereas, expression of 3- and 4149-probe sets increased at P1 and P12, respectively. We found that expression of genes encoding transcription factors involved in photoreceptor development, including *Crx, Nrl, Nr2e3, Esrrb,* and *NeuroD*, was markedly down-regulated in the *Otx2* CKO at both P1 and P12. Furthermore, we identified three human retinal disease loci mapped in close proximity to certain down-regulated genes in the *Otx2* CKO retina including *Ccdc126, Tnfsf13* and *Pitpnm1*, suggesting that these genes are possibly responsible for these diseases. These transcriptome data sets of the *Otx2* CKO retina provide a resource on developing rods and cones to further understand the molecular mechanisms underlying photoreceptor development, function and disease.

## Introduction

During mammalian retinogenesis, five major types of neurons arise from multipotent progenitor cells, which are common precursors for all retinal neurons and glia [1], [2], [3]. We previously demonstrated that *Otx2*, an *Otx-*like homeobox gene, is essential for the cell fate determination of retinal photoreceptor cells [4]. *Otx2* conditional knockout (CKO) mice showed a cell fate switch from retinal photoreceptor precursor cells to amacrine-like cells. On the other hand, several transcription factors including *Crx*, *Nrl* and *Nr2e3* are essential for terminal differentiation of photoreceptors. *Crx* encodes an *Otx-*like homeodomain transcription factor essential for terminal differentiation of both rods and cones by regulating genes encoding phototransduction, photoreceptor metabolism and outer segment formation [5], [6]. *Crx* knockout (KO) mice develop aberrant photoreceptors that lack both rod and cone photoresponses [7]. In humans, mutations in *CRX* are associated with retinal degeneration diseases such as cone-rod dystrophy-2, retinitis pigmentosa (RP), and Leber congenital amaurosis (LCA) [6], [8], [9], [10]. Nrl (neural retina leucine zipper gene) is a transcription factor of the leucine zipper family expressed predominantly in rods but not in cones [11]. Mice lacking the *Nrl* gene do not develop rods but produce an increased number of short wavelength-sensitive cones (S-cones) [12]. Nrl promotes rod development by directly activating rod-specific genes while simultaneously suppressing the S-cone related genes through the activation of transcriptional repressor Nuclear receptor subfamily 2 group E member 3 (Nr2e3) [12]. Mutations in human *NR2E3* cause enhanced S-cone syndrome [13]. The *rd7* mouse has a genetic defect in the *Nr2e3* gene and exhibits an increased number of cones [14]. Mice lacking retinoid-related orphan nuclear receptor β (*Rorb*) were shown to lose rods but overproduce primitive S-cones, similar to *Nrl* KO mice [15]. In addition, several other nuclear receptors are involved in both photoreceptor development and transcriptional regulation of photoreceptor-specific genes. During the terminal differentiation of cone photoreceptors, thyroid hormone receptor β2 (Trb2) is critical for M-opsin induction [16], whereas retinoid X receptor γ (Rxrg) is essential for suppressing S-opsin in cone photoreceptors [17]. Retinoic acid receptor-related orphan receptor α (Rora) directly controls expression of cone opsins and arrestin3 [18]. In rod photoreceptor cells, estrogen-related receptor β (Esrrb) regulates expression of rod-specific genes and controls rod photoreceptor survival [19]. Recently, Pias3, an E3 SUMO ligase which is selectively expressed in developing photoreceptors, was shown to SUMOylate Nr2e3 and promote the differentiation of rod-photoreceptors [20]. In addition, Pias3 regulates expression of cone opsins by modulating Rxrg, Rora, and Trb1 [21].

During the terminal differentiation of photoreceptors, the photoreceptor axon terminal develops a highly specialized synapse, the ribbon synapse, which connects photoreceptor axonal terminals with bipolar and horizontal dendritic terminals in the outer plexiform layer (OPL) of the retina [22]. The functional ribbon synapse structure is organized by the precise assembly of presynaptic components including CtBP2, bassoon, pikachurin, CaBP4 and Cacna1f [23], [24], [25], [26]. Photoreceptor cells develop the photosensitive outer segments which contain molecules involved in phototransduction, such as opsins and transducins, and outer segment morphogenesis factors, such as Rom1 and Peripherin2 [27]. Outer segments are formed from the primary cilia [28]. In humans disruption of photoreceptor ciliary function causes retinal diseases including retinitis pigmentosa, Bardet-Biedl syndrome (BBS) and Nephronophthisis (NPHP) [27], [29], [30]. Mutations in genes encoding ciliary components including Rpgrip1, Rp1, and Mak cause photoreceptor degeneration and retinal dysfunction in mice [31], [32], [33].

To our knowledge, the *Otx2* CKO mouse is the only mutant which shows defects of both rods and cones in the retina from early developmental stages. In this study, we investigated the transcriptional profile of both developing rods and cones by taking advantage of the *Otx2* CKO retina.

## Results

### Identification of differentially expressed genes in the *Otx2* CKO retina

In order to clarify the molecular role of *Otx2* in transcriptional regulation during development, we investigated the expression profile of the *Otx2* CKO retina compared with that of the control retina with the genotype *Otx2^flox/flox^/Crx-cre^-^* using microarrays at two time points, postnatal day 1 (P1) and P12. 

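*Otx2* mRNA was lower in every *Otx2* CKO array than in every control array at both ages. The signal of its probe set was 376, 358 and 283 in the 3 control arrays and 144, 108 and 154 in the 3 *Otx2* CKO arrays at P1. At P12 it was 1058, 1048 and 803 in the control arrays and 245, 167 and 108 in the *Otx2* CKO arrays. The log2 change was −2.44 at P12 (SE 0.27, adjusted p = 7.02e-05 from limma). At P1 it was −1.23 (SE 0.27, adjusted p = 0.205 from limma). With the experiment number as a block the adjusted p at P1 was 0.000759 (over the alternatives 0.000759 to 1.00) from limma, in a fit where exchanging the genotypes of number 1 gave more changed probe sets than the real grouping. Where this probe set lies relative to the deleted part of the gene is not known here. Total RNA of whole retinas from control mice, which carry the floxed gene but no Cre, and from *Otx2* CKO mice was labeled and hybridized to 12 arrays, 3 for each genotype and age. The value of a probe set is its signal intensity on a linear scale, determined by the authors with GeneChip Operating Software 1.4. The deposited arrays do not share 1 scaling target. Their 2% trimmed mean signal was 29.2 ± 0.843 in the P1 control, 25.0 ± 3.04 in the P1 *Otx2* CKO, 102 ± 8.22 in the P12 control and 129.8 ± 36.2 in the P12 *Otx2* CKO retina (SD, n = 3 each). The brightest array was replicate 1 of the P12 *Otx2* CKO retina. Log2(signal + 16) values of the 12 arrays were fitted with limma in 1 model with the 4 groups. This model takes 1 spread for each probe set from both ages. A probe set was tested where its mean signal was at least 50 in at least 1 of the 2 groups compared. Log2 changes on this scale understate the change of genes with low signals. A signal log ratio, as the paper uses it, is the log2 ratio of the mean signals of the *Otx2* CKO and control arrays. The 3 arrays in a group limit the precision of every value, and, for 3 against 3, 10% of the probe sets have by chance all arrays of one genotype above all arrays of the other.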

From middle late embryonic stages cones are generated with almost all of the cones formed by P0 [34]. Rods begin to form in embryonic stages whereas, photoreceptor maturation, including ribbon synapse and outer segment formation, occurs in P0 to P14 [35], [36]. By P12, all photoreceptor cells are born, however, photoreceptor maturation, such as outer segment formation, is ongoing. Thus, we expect that the expression profile at P1 will mainly reflect cone development and early rod development, and the expression profile at P12 will mainly reflect rod development.

We performed genome-wide expression profiling using a microarray containing 45,101 probe sets covering more than 34,000 genes (Mouse Genome 430 2.0; Affymetrix). In the *Otx2* CKO retina at P1, we identified 101 down-regulated probes (signal log ratio ≤−1.0, signal intensity ≥50) and 3 up-regulated probes (signal log ratio ≥+1.0, signal intensity ≥50) compared to the control retina at P1. 

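Several photoreceptor genes fell in the *Otx2* CKO retina at P1. *Sag*, which encodes rod arrestin, had a signal of 183 ± 23.9 (SD, n = 3) in the control and 12.4 ± 6.89 (SD, n = 3) in the *Otx2* CKO retina. Its log2 change was −2.83 (SE 0.29, adjusted p = 0.00226), from limma. *Cdhr1*, a cadherin at the base of the outer segment, fell from 99.6 ± 24.7 to 12.4 ± 6.06 (SD, n = 3 each), a log2 change of −2.02 (SE 0.28, adjusted p = 0.00873). *Ankrd33b*, an ankyrin repeat gene, fell from 92.3 ± 30.1 to 16.9 ± 7.13 (SD, n = 3 each, log2 change −1.71, SE 0.28, adjusted p = 0.0263). Of 8384 probe sets tested, 15 fell and none rose at an adjusted p under 0.05 from limma, against 147 lower and 6 higher at an unadjusted p under 0.05. Besides these 3, they are 1 probe set each of *Opn1sw*, *Gnb3*, *Unc119*, *Egflam*, *Rbp3*, *Rom1*, *Tulp1*, *Nrl* and *Prdm1*, 2 of *Crx* and 1 that is not named here. *Cdhr1* lost its call when any 1 of 4 arrays was left out (adjusted p up to 0.0866, without P1 control replicate 1) and *Ankrd33b* when any 1 of 7 arrays was left out (adjusted p up to 0.226, without P1 control replicate 1), while *Sag* kept its call without any 1 array. *Rbp3* lost its call when any 1 of 3 arrays was left out (adjusted p up to 0.0676, without P1 control replicate 2). By the signal log ratio and intensity limits alone, 91 probe sets were lower and 3 were higher. The 3 are of *Sox11* (on the probe set that Table 2 lists as BC048721), *Dlx1* and *Arhgap21*, the last named after its value was seen. Without control replicate 1, control replicate 2 or *Otx2* CKO replicate 2 limma called 4 lower probe sets, without *Otx2* CKO replicate 3 it called 6, and without control replicate 3 it called 2 higher ones. By the limits alone 520 were lower without *Otx2* CKO replicate 1, and 13 were higher without control replicate 3 and 7 without control replicate 1 or *Otx2* CKO replicate 2. The counts also depend on the scaling and the offset. With quantile normalization of the 12 arrays limma called 35 lower, and the limits gave 136 lower and 27 higher. With median scaling limma called 28 lower, and the limits gave 159 lower and 38 higher. With an offset of 50 limma called 5 lower. With the experiment number as a block, 79 probe sets were lower and 4 higher, but exchanging the genotypes of number 1 gave 144 changed probe sets in that fit and none without the block. In the blocked fit limma estimated infinite prior degrees of freedom, so that probe sets of like signal share 1 spread and its p-values are very small. The paper expects a profile at P1 to reflect mainly cone and early rod development. It states that nearly all cones have formed by P0 and that rods start to form before birth.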

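Photoreceptor genes were among the largest falls outside the paper's tables at P12. *Gnat1*, the rod transducin alpha subunit, fell from 6370.4 ± 1545 in the control to 254 ± 145 in the *Otx2* CKO retina (SD, n = 3 each), a 25.1-fold difference. *Rcvrn*, which encodes the calcium sensor recoverin, was 24.1-fold lower and *Drd4*, a dopamine receptor of photoreceptors, 27.4-fold lower. *Rtbdn* and *Ankrd33* were 22.3-fold and 23.9-fold lower, and *Rd3* fell from 758 ± 209.6 to 24.7 ± 15.8. Their log2 changes lay between −4.70 and −4.24, each with an adjusted p of at most 3.01e-06 from limma. Among the large rises outside the tables were those of *Zfp423* (148 ± 60.8 to 1115 ± 356, SD, n = 3 each), a zinc finger transcription factor, and *Nkain1* (123 ± 44.0 to 854 ± 181). *Mdk*, a growth factor of the developing nervous system, rose 6.08-fold and *Carhsp1* 7.48-fold, and *Nckap5* and *Fnbp1l* rose 7.20-fold and 7.25-fold with adjusted p = 0.00114 and 0.0199 from limma. *Fnbp1l* lost its call without P12 control replicate 2 (adjusted p = 0.0520), without P12 control replicate 3 (adjusted p = 0.0585) and without P12 *Otx2* CKO replicate 1 (adjusted p = 0.0607). Of 21390 probe sets tested, 971 fell and 3027 rose at an adjusted p under 0.05 from limma, so that 75.7% of the changed probe sets were higher. The signal log ratio and intensity limits alone gave 976 lower and 3744 higher probe sets, 1562 lower and 1617 higher without *Otx2* CKO replicate 1, and 5901 higher without *Otx2* CKO replicate 2. Limma called 5011 higher probe sets without control replicate 2 and 1540 without control replicate 3. The share of higher probe sets depends on the scaling of the arrays and on the fit. It was 46.3% (438 lower, 377 higher) as deposited with each age fitted alone, 46.1% (1335 lower, 1140 higher) with the arrays scaled to the bioC, bioD and cre hybridization spikes, 48.3% (1452 lower, 1356 higher) with quantile normalization, and 58.7% (1263 lower, 1793 higher) as deposited without the brightest *Otx2* CKO array. The median log2 change of all tested probe sets was 0.39 as deposited and 0.06 to 0.10 under 8 scalings, and with the experiment number as a block 1552 probe sets were lower and 7757 higher.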

In the *Otx2* CKO retina at P12, we identified 1049 down-regulated probes (signal log ratio ≤−1.0, signal intensity ≥50) and 4149 up-regulated probes (signal log ratio ≥+1.0, signal intensity ≥50) compared to the control retina at P12.

To compare the features of these groups of probe sets, we categorized functions of these genes based on their gene ontology (GO) term annotations (Fig. 1). Genes involved in “phototransduction” and “ciliary function” in the photoreceptor cells were observed in the groups with down-regulated expression in the *Otx2* CKO retina at both P1 and P12. 

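Both rod and cone phototransduction genes were lower at each age. At P1, *Opn1sw*, the short-wavelength cone opsin, fell from 162 ± 68.9 to 12.3 ± 9.31 (SD, n = 3 each, log2 change −2.63, SE 0.37, adjusted p = 0.00873, limma). *Gnb3*, the cone transducin beta subunit, fell from 142 ± 75.6 to 10.5 ± 8.00 (log2 change −2.52, SE 0.40, adjusted p = 0.0223). Of the genes of the cone list above the signal limit at P1, 2 of 3 fell, as did 1 of 3 of the rod list (3 and 2 when adjusted over the list alone). At P12, 17 of 18 rod genes and 8 of 9 cone genes fell, none rose, and the same counts held when adjusted over the list alone. The lists were written from textbook knowledge. The median log2 change of the rod list was −2.64 at P1 and −4.30 at P12, and that of the cone list −2.52 and −3.39 (camera adjusted p at most 1.40e-09 in the 4 tests, and at most 0.0142 with an estimated correlation). Ciliary genes changed less uniformly. *Unc119*, a carrier of lipid-modified proteins into the cilium, fell at P1 from 216 ± 33.6 to 67.0 ± 4.22 and at P12 from 5293 ± 1155 to 552 ± 60.3 (SD, n = 3 each, adjusted p = 0.00997 and 1.02e-06 from limma). *Bbs5*, a subunit of the complex that sorts ciliary membrane proteins, fell 4.75-fold at P12 (log2 change −2.14, SE 0.30, adjusted p = 0.000389). Of 38 listed ciliary genes, 1 of 12 tested fell at P1 (2 when adjusted over the list alone) and 11 of 34 fell at P12 (11 over the list alone), and none rose. The median log2 change of the ciliary list was −0.32 at P1 (camera adjusted p = 4.59e-05, adjusted p = 0.103 with an estimated correlation, 2.11e-06 to 0.103 over its alternatives) and −0.37 at P12 (adjusted p = 4.14e-11, adjusted p = 0.176 with an estimated correlation, 4.97e-15 to 0.176 over its alternatives). *Opn1sw* lost its call at P1 when any 1 of 4 arrays was left out (adjusted p up to 0.0800, without P1 control replicate 1), *Gnb3* when any 1 of 4 arrays was left out (adjusted p up to 0.187, without P1 *Otx2* CKO replicate 2) and *Unc119* when any 1 of 5 arrays was left out (adjusted p up to 0.118, without P1 control replicate 1). Under 8 scalings the median of the ciliary list was −0.21 to −0.038 at P1, with 0 to 1 genes lower, and −0.84 to −0.65 at P12, with 13 to 16 lower. *Unc119* was called at P1 under 4 of the 8.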

The proportion of probe sets involved in these categories increased in the P12 down-regulated group (21% for phototransduction, 6% for ciliary function) compared to P1 down-regulated group (8% for phototransduction, 1% for ciliary function). 

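The share of phototransduction genes among the lowered probe sets depends on the limits, which for the categories differ between the ages. At P1 they are a signal log ratio of at most −1 and a control signal of at least 50, and at P12 a signal log ratio of at most −2.5 and a control signal of at least 100. Within these limits, 5 of the 80 lowered probe sets with 1 gene symbol at P1 (6.25%) were of listed phototransduction genes, those of *Gnat2*, *Gnb3*, *Opn1sw*, *Pdc* and *Sag*. *Gnat2* is the cone transducin alpha subunit and *Pdc* the transducin-binding protein phosducin, and both were named after their values were seen. At P12, 29 of 211 such probe sets (13.7%) were of these lists, and at P12 within the limits of P1 35 of 841 (4.16%). Listed ciliary genes accounted for 3 of 80 probe sets (3.75%) at P1 and 7 of 211 (3.32%) at P12 (16 of 841, 1.90%, within the limits of P1), and within the limits of each age these were of *Mak*, *Rpgrip1* and *Unc119*. *Mak*, a kinase that limits the length of the photoreceptor cilium, had a signal of 53.1 ± 24.3 in the control and 6.60 ± 3.90 in the *Otx2* CKO retina at P1 (SD, n = 3 each). Its log2 change at P1 was −1.56 (SE 0.36, adjusted p = 0.270) from limma, and 4.67e-08 (over the alternatives 4.67e-08 to 1.00) was the adjusted p with the experiment number as a block, a fit in which a mixed grouping gave more calls at P1. At P12 it fell to 38.3 ± 24.2 from 1125 ± 314, a log2 change of −4.44 (SE 0.36, adjusted p = 4.74e-06). No probe set of either list was among the raised ones within the limits for the categories at either age (3 ciliary ones were at P12 within the wider limits), and the shares rest on lists fixed here, not on gene ontology terms.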

We found that the proportion of genes categorized in “cell cycle” and “transcription” in the up-regulated probes in the *Otx2* CKO retina was higher than that in down-regulated probes both at P1 and P12.

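Cell cycle genes rose in part at P12. *Mcm7*, *Mcm6* and *Mcm5* encode subunits of the helicase that unwinds DNA at replication origins. *Mcm7* rose at P12 from 285 ± 88.4 to 1021 ± 216 (SD, n = 3 each, log2 change 1.81, SE 0.24, adjusted p = 0.000245, limma), while at P1 its signals were 887 ± 35.1 and 742 ± 32.0. *Mcm6* rose 2.57-fold (adjusted p = 0.00701) and *Mcm5* 2.53-fold (adjusted p = 0.0111) at P12, with adjusted p = 0.0552 (over the alternatives 5.05e-05 to 0.126) and 0.0935 (over the alternatives 0.000101 to 0.224) from limma after quantile normalization within the age. Limma called *Mcm6* at P12 under 5 and *Mcm5* under 4 of 8 scalings. Of 29 listed cell cycle genes only 6 reached the signal limit at P12, and 3 of these rose (5 when adjusted over the list alone). Their median log2 change was 0.94 (camera adjusted p = 0.0323, adjusted p = 0.430 with an estimated correlation, adjusted p = 0.124 with the experiment number as a block, 0.000195 to 0.430 over its alternatives). The list lost its call without P12 control replicate 1 (adjusted p = 0.0588) and without P12 control replicate 3 (adjusted p = 0.128). Under 8 scalings its median at P12 was 0.46 to 0.78, with 1 to 3 genes higher, and 3 of the 8 kept the call. At P1, 25 were tested and none passed limma's threshold in either direction (4 lower and 0 higher at an unadjusted p under 0.05). Their median log2 change there was −0.32, lower than that of the other genes (camera adjusted p = 4.47e-06, adjusted p = 0.109 with an estimated correlation, 1.59e-12 to 0.109 over its alternatives). Under 8 scalings, each of which kept this call, the median at P1 was −0.15 to −0.020, and as deposited the median of all tested probe sets there was −0.20. In the control retina 24 of the 25 fell between P1 and P12, with a median log2 change of −2.38 (camera adjusted p = 1.15e-103). The difference of the changes at the 2 ages, tested with limma, passed the threshold for 5 of these 25 genes, with a median of 0.93 (camera adjusted p = 0.00827, adjusted p = 0.366 with an estimated correlation). None of these genes was among the raised or lowered probe sets within the limits used for the categories. Within the wider limit of a signal log ratio of 1, 10 of the 3184 raised probe sets with 1 gene symbol at P12 were of *Mcm2*, *Mcm4*, *Mcm5*, *Mcm6* and *Mcm7*. A category of transcription was not examined here.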

**Figure 1:**
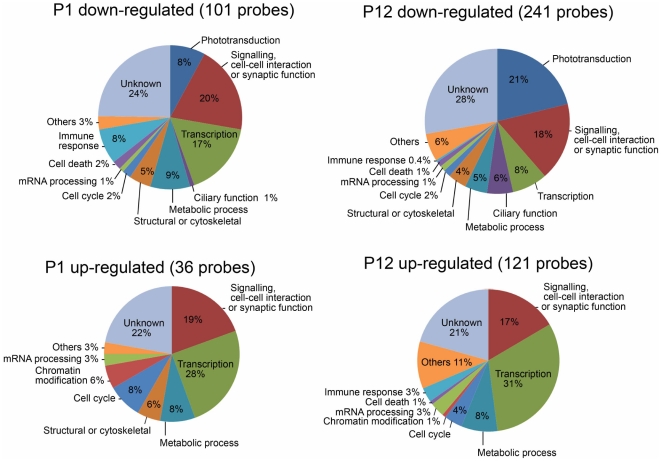
Categorization of the genes differentially expressed in the *Otx2* CKO retina. According to gene ontology (GO) term annotation, the genes differentially expressed in the *Otx2* CKO retinas at P1 and P12 were categorized into functional groups. We used GO term data on 101 probes with decreased expression in the *Otx2* CKO at P1 (signal log ratio ≤−1.0, signal intensity ≥50), 36 probes with increased expression in the *Otx2* CKO at P1 (signal log ratio ≥+0.5, signal intensity ≥50), 241 probes with decreased expression in the *Otx2* CKO at P12 (signal log ratio ≤−2.5, signal intensity ≥100), and 121 probes with increased expression in the *Otx2* CKO at P12 (signal log ratio ≥+2.5, signal intensity ≥100).

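The genes of Table 1 include several of photoreceptors. *Samd7*, a transcriptional corepressor of photoreceptors, fell from 222 ± 89.4 in the control to background in the *Otx2* CKO retina (2.00 ± 1.30, SD, n = 3 each), as did *Rbp3*, the interphotoreceptor retinoid-binding protein, on its probe set in Table 1 (190.0 ± 78.3 to 2.70 ± 3.30), so that no fold is given for these genes. *Rdh12*, a retinol dehydrogenase of photoreceptors, fell from 1411 ± 865 to 19.9 ± 7.05, and *Nxnl2*, a thioredoxin-like trophic gene, from 1743 ± 642 to 31.3 ± 16.2. The gains in Table 2 include *Igfbpl1*, a gene of neuronal precursors, which rose from 10.9 ± 10.1 to 446 ± 77.3, and *Klhl35*, which rose from 16.8 ± 4.69 to 390.2 ± 24.0 (SD, n = 3 each). The log2 changes of these 6 genes ranged from −5.22 to 4.15, with adjusted p of at most 6.80e-06 from limma. All 46 probe sets of Table 1 fell at P12 in limma's test, and in each the arrays of the genotypes did not overlap, which chance gives in 10% for 3 against 3 counting both directions. Their signal log ratios ran from −6.79 to −4.95 with a median of −5.17, and are imprecise where the *Otx2* CKO signal is near background. Of the 37 probe sets of Table 2, 36 rose (37 when adjusted over the list alone). The signal log ratios of the 37 ran from 2.98 to 8.61 with a median of 3.47. They are imprecise where the control signal is near background, as for the largest, that of *Dlx1*. At P1, 5 of the 6 Table 1 probe sets tested fell (6 over the list alone), and of the 16 of Table 2 that were tested none passed limma's threshold (2 at an unadjusted p under 0.05). Both lists were chosen on these arrays, so their counts at P12 are not independent evidence of direction.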

Using the data from three independent microarray experiments at P1 and P12, we performed hierarchical clustering analysis on 46 strongly down-regulated genes (signal log ratio ≤−5.0, signal intensity ≥100, Table 1) and 37 up-regulated genes (signal log ratio ≥+3.0, signal intensity ≥100, Table 2) in the *Otx2* CKO retina at P12 (Fig. 2). Expression levels of all of strongly down-regulated genes were more than 10 times higher in the P12 control retina compared to those of P1. Most of these down-regulated genes encode known photoreceptor-associated genes including transcription factors (*Crx, Nrl, Nr2e3*), and phototransduction molecules (*Rho, Opn1mw, Pde6a, Pde6b, Cnga1*) (Fig. 2, Table 1). 

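The control retina gained these transcripts between P1 and P12. The mean signal of *Pde6b*, a catalytic subunit of the rod phosphodiesterase, was 16.4 ± 12.8 at P1 and 4002 ± 693 at P12 (SD, n = 3 each). *Slc24a1*, the rod ion exchanger, went from 1.70 ± 1.23 to 1527 ± 181, and *Slc17a7*, the vesicular glutamate transporter of photoreceptor terminals, from 3.03 ± 1.59 to 1384 ± 465. The smallest ratio was that of *Crx* on its probe set in Table 1, whose signal rose from 159 ± 50.1 to 2168 ± 109.7, 13.6 times, with a log2 change of 3.68 (SE 0.32, adjusted p = 1.15e-06) from limma. As deposited, the P12 to P1 ratio was above 10 for 46 of the 46 probe sets, with a median of 139.8. All 46 rose in limma's test between the control groups. The P1 mean of 32 of them was below 16, so that these ratios are imprecise. The arrays of both ages are not on a common scale. With the arrays brought to 1 scale, the ratio was above 10 for 34 to 43 of the 46 probe sets and all 46 still rose. Among 18421 probe sets tested in both comparisons, 971 fell in the *Otx2* CKO retina at P12 and 15342 were higher in the P12 than in the P1 control, and 965 did both. Independent lists of these sizes would share 809, and part of the excess can come from the shared control arrays, which are too few to be divided. The log2 changes of both comparisons had a correlation of −0.600 and a covariance of −0.378, against −0.500 and −0.0539 in simulations of the shared control arrays with no effect. The simulated correlation is that of independent arrays, whereas P12 arrays of the same experiment number deviated together (correlations 0.54 to 0.88). With this pairing the values given by no effect may differ, so no conclusion is drawn from the comparison.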

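Genes of the rod cascade lost most of their signal at P12. *Nrl*, which specifies rods, had a signal of 6073 ± 1205 in the control and 192 ± 89.2 in the *Otx2* CKO retina (SD, n = 3 each, log2 change −4.94, SE 0.35, adjusted p = 1.47e-06, limma). *Crx*, the homeobox gene of both photoreceptor types, fell on the probe set in Table 1 to 68.2 ± 37.1 (log2 change −4.78, SE 0.32, adjusted p = 1.06e-06). The medium-wavelength cone opsin *Opn1mw* fell from 847 ± 479 to 22.1 ± 5.57. The rod phosphodiesterase subunits *Pde6a* and *Pde6b* fell from 729 ± 359 to 23.2 ± 5.61 and from 4002 ± 693 to 83.8 ± 69.7, and the rod channel subunit *Cnga1* from 688 ± 304 to 19.4 ± 21.4, with adjusted p = 2.85e-06, 6.53e-06 and 1.33e-05 from limma. All 12 tested genes of outer segment structure fell, with a median log2 change of −4.14 (camera adjusted p = 6.53e-32, adjusted p = 0.00711 with an estimated correlation, 6.65e-71 to 0.00711 over its alternatives). Among them, *Tulp1* fell from 3258 ± 1056 to 80.6 ± 17.9, *Rom1* from 3650.3 ± 996 to 112 ± 40.4 and *Aipl1* from 2769 ± 873 to 78.0 ± 31.6 (SD, n = 3 each). Already at P1, 3 of 4 tested outer segment genes fell (4 when adjusted over the list alone), *Tulp1* with a log2 change of −2.15 (SE 0.30, adjusted p = 0.00945) and *Rom1* with −2.06 (SE 0.27, adjusted p = 0.00724), limma. *Tulp1* lost its call at P1 when any 1 of 4 arrays was left out (adjusted p up to 0.0901, without P1 control replicate 1) and *Rom1* without P1 control replicate 1 (adjusted p = 0.0572), without P1 control replicate 2 (adjusted p = 0.0676) and without P1 *Otx2* CKO replicate 2 (adjusted p = 0.0653). Several of these genes are in Table 1, which was chosen on these arrays. Without the genes of the paper's tables, 8 of 9 rod genes, 7 of 8 cone genes and 6 of 6 outer segment genes fell.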

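The photoreceptor cilium and the ribbon synapse lost named components at P12. *Rpgrip1*, which anchors proteins at the connecting cilium, fell on 1 of its probe sets from 745 ± 407 in the control to 57.9 ± 35.1 in the *Otx2* CKO retina (SD, n = 3 each, log2 change −3.29, SE 0.48, adjusted p = 0.000622, limma). *Rp1*, a microtubule protein of the outer segment axoneme, fell from 1241 ± 1070.2 to 47.8 ± 48.8 (log2 change −4.00, SE 0.70, adjusted p = 0.00194). At the synapse, the calcium-binding protein gene *Cabp4* fell from 569.7 ± 338 to 14.1 ± 6.47 and the calcium channel gene *Cacna1f* from 422 ± 48.2 to 35.6 ± 18.9 (adjusted p = 3.96e-06 and 4.88e-06 from limma). *Egflam*, which encodes pikachurin, fell from 938 ± 521 to 50.6 ± 18.6 (log2 change −3.75, SE 0.34, adjusted p = 1.05e-05). It had fallen at P1 as well, from 62.4 ± 10.7 to 4.37 ± 2.00 (log2 change −1.94, SE 0.34, adjusted p = 0.0415). *Egflam* lost its call at P1 when any 1 of 8 arrays was left out (adjusted p up to 0.285, without P1 control replicate 1). *Rpgrip1* at P1 had signals of 57.3 ± 30.8 and 14.1 ± 2.80 (adjusted p = 0.910 from limma). With the experiment number as a block that adjusted p was 0.000225 (over the alternatives 0.000225 to 1.00), in the fit in which a mixed grouping gave more calls at P1. Of 19 listed ribbon synapse genes, 12 fell and 2 rose at P12 as deposited, with the same counts when adjusted over the list alone. Under each of 8 scalings 13 fell and none rose. The 2 that rose as deposited, *Bsn* and *Dag1*, encode the active zone protein bassoon and dystroglycan. Both were named after their values were seen, and their rise depends on the scaling. Over the list the median log2 change was −2.13 (camera adjusted p = 2.51e-20, adjusted p = 0.0352 with an estimated correlation, 3.36e-35 to 0.0352 over its alternatives).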

We also confirmed that the genes encoding photoreceptor ciliary and ribbon synaptic components including Rpgrip1, Rp1, Cabp4, Pikachurin, and Cacna1f showed drastically decreased expression both in microarray and Q-PCR analysis (Fig. 3).

**Figure 2:**
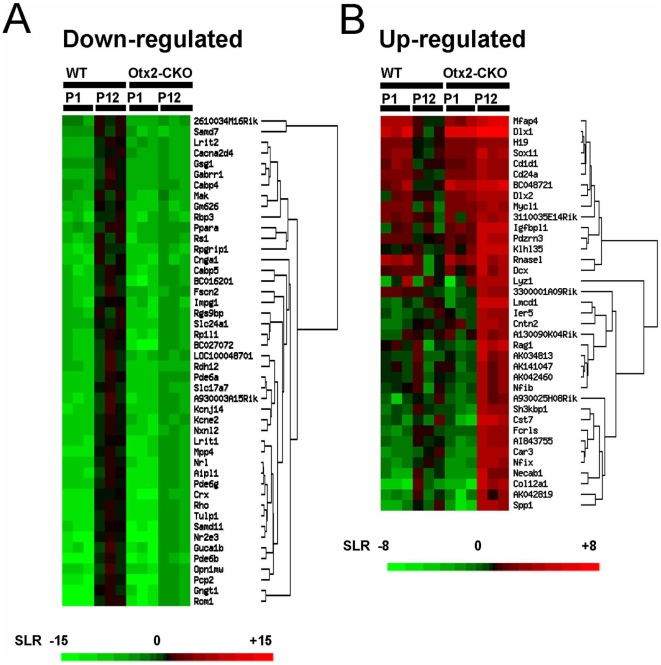
Clustering analysis of retinal gene expression profiles in the *Otx2* CKO and control retinas. (A, B) Matrices were visualized as hierarchical clustering of down-regulated (A) and up-regulated (B) genes in the *Otx2* CKO retina at P1 and P12. Each gene was visualized as a single row of colored squares. The color indicates the relative expression level of a gene. Signal log ratio (SLR) was calculated based on the average of signal intensity of the control retina at P12. The color scale ranges are from signal log ratios of −15 to +15 (A) and −8 to +8 (B) as shown in the scale bar on the bottom of the figure. Gene symbols are indicated in the lists on the right of the matrixes. Hierarchical clustering was performed by the EPCLUST program (http://www.bioinf.ebc.ee/EP/EP/EPCLUST/).

**Figure 3:**
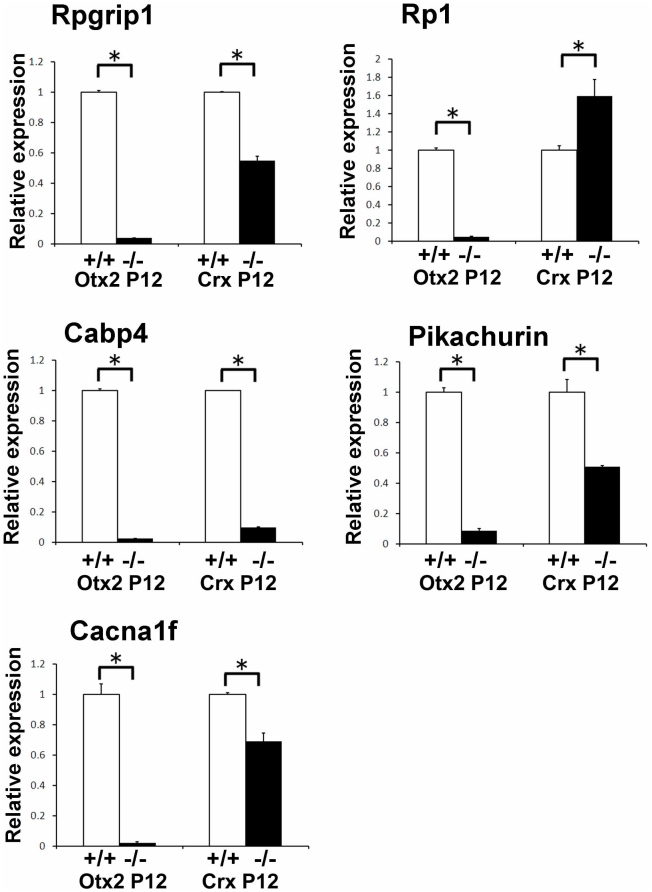
Expression of genes encoding photoreceptor ciliary and ribbon synaptic components in the *Otx2* CKO and *Crx* KO retina. Expression levels of genes encoding photoreceptor ciliary and ribbon synaptic components in the control, *Otx2* CKO and *Crx* KO retinas at P12 were analyzed by Q-PCR. Expression levels of selected genes were normalized to the expression levels of a housekeeping gene, *Gapdh*. Primer sequences for PCR were shown in Table S1. The mean of the value of control at P12 was set as 1.0. Error bars show the SD (n = 3). *, P<0.03.

**Table 1:** Genes down-regulated in the *Otx2* CKO retina (signal log ratio ≤−5.0).

Probe ID	Gene symbol	P1 WT	P12 WT	P1 CKO	P12 CKO	SLR	Cell Type	*Nrl* KO
1430817_at	Samd7	12.4	221.6	1.9	2.0	−6.8	Photoreceptor	
1431010_a_at	Rdh12	2.2	1411.2	0.4	19.9	−6.2	Photoreceptor	
1457855_at	Rbp3	8.4	190.0	1.2	2.7	−6.1	Photoreceptor	
1429133_at	Nxnl2	48.6	1742.8	2.4	31.3	−5.8	Photoreceptor	
1458506_at	Gm626/Frmpd2	10.8	962.8	1.7	19.1	−5.7		
1451785_at	Rpgrip1	27.6	653.9	3.8	13.0	−5.6	Photoreceptor	
1440605_at	Fscn2	0.3	128.2	1.0	2.6	−5.6	Rod	down
1425757_a_at	Impg1	1.6	266.2	1.5	5.4	−5.6	Photoreceptor	
1419740_at	Pde6b	16.4	4001.8	1.2	83.8	−5.6	Rod	down
1425306_at	BC027072/C2orf71	26.6	1241.9	2.2	26.1	−5.6		
1423631_at	Nr2e3	95.0	2540.0	7.2	57.4	−5.5	Rod	down
1428986_at	Slc17a7	3.0	1384.0	2.6	32.0	−5.4	Photoreceptor	
1444095_a_at	LOC100048701	1.2	469.3	0.5	11.4	−5.4		
1443940_at	Lrit2	9.9	363.7	1.7	8.9	−5.4	Photoreceptor	
1456936_at	Cabp4	2.8	569.7	0.8	14.1	−5.3	Photoreceptor	
1451582_at	Tulp1	98.3	3258.0	10.6	80.6	−5.3	Photoreceptor	
1452243_at	Kcnj14	1.5	708.9	0.3	17.7	−5.3	Rod	down
1425288_at	Samd11	67.5	1913.3	11.4	48.2	−5.3	Rod	down
1451826_at	Cabp5	6.4	774.2	1.0	19.8	−5.3	Bipolar	up
1419723_at	Opn1mw	0.9	847.4	2.0	22.1	−5.3	Cone	
1419085_at	Pcp2	13.4	2792.9	1.5	73.6	−5.2	Bipolar	
1441110_at	Lrit1	14.5	1111.4	1.4	30.3	−5.2	Photoreceptor	
1421084_at	Rs1	1.8	755.8	0.4	20.9	−5.2	Photoreceptor	
1425138_at	Guca1b	4.0	1787.6	1.0	49.8	−5.2	Rod	down
1451549_at	Cngb1	7.8	1634.8	2.6	45.6	−5.2	Rod	down
1450300_at	Gabrr1	2.2	547.3	2.2	15.3	−5.2	Photoreceptor	
1449051_at	Ppara	1.0	109.9	1.3	3.1	−5.2		
1427952_at	Aipl1	22.8	2769.5	4.0	78.0	−5.1	Cone	
1451763_at	Cnga1	1.7	687.8	0.6	19.4	−5.1	Rod	down
1451617_at	Rho	6.8	5886.7	2.9	167.5	−5.1	Rod	down
1455203_at	A930003A15Rik	11.3	1176.5	4.3	33.9	−5.1		
1425408_a_at	2610034M16Rik	0.9	117.8	0.7	3.4	−5.1		down
1450453_a_at	Pde6g	26.3	4870.2	5.6	140.8	−5.1	Rod	
1457622_at	Rp1l1	15.5	1055.1	2.4	30.7	−5.1	Rod	
1442863_at	Cacna2d4	11.5	306.6	1.5	9.0	−5.1	Photoreceptor	
1460368_at	Mpp4	18.3	2727.2	3.6	80.9	−5.1	Photoreceptor	
1425219_x_at	Gngt1	6.2	2929.2	1.6	87.2	−5.1	Photoreceptor	
1451647_at	Slc24a1	1.7	1526.9	1.5	45.5	−5.1	Rod	down
1448996_at	Rom1	76.8	3650.3	6.4	112.0	−5.0	Rod	
1449421_a_at	Kcne2	3.0	452.8	0.6	14.0	−5.0	Cone	up
1417550_a_at	Gsg1	2.1	338.6	1.0	10.5	−5.0		
1449185_at	Crx	159.1	2167.9	12.3	68.2	−5.0	Photoreceptor	
1440256_at	Rgs9bp	6.9	691.1	1.2	21.8	−5.0	Photoreceptor	
1450946_at	Nrl	293.9	6073.3	18.6	191.9	−5.0	Rod	down
1450415_at	Pde6a	2.0	728.5	0.7	23.2	−5.0	Rod	down
1422724_at	Mak	18.5	429.6	1.5	13.8	-5.0	Photoreceptor	

**Table 2:** Genes up-regulated in the *Otx2* CKO retina (signal log ratio ≥+3.0).

Probe Set ID	Gene Symbol	P1 WT	P12 WT	P1 CKO	P12 CKO	P12/P1	P12WT/CKO	Cell type
1449470_at	Dlx1	26.4	0.7	66.0	273.4	−5.2	8.6	GCL(d)
1424010_at	Mfap4	23.7	1.5	10.5	102.5	−4.0	6.1	
1450960_at	Igfbpl1	13.6	10.9	26.3	445.7	−0.3	5.3	
1431225_at	BC048721	339.0	42.9	826.0	1691.1	−3.0	5.3	
1424596_s_at	Lmcd1	1.5	3.0	1.4	108.6	1.0	5.2	
1450680_at	Rag1	6.3	6.0	3.0	180.6	−0.1	4.9	
1429945_at	Klhl35	17.4	16.8	33.4	390.2	0.0	4.5	
1419202_at	Cst7	2.0	4.5	1.3	101.0	1.2	4.5	
1434411_at	Col12a1	0.2	10.3	0.8	220.8	5.5	4.4	
1426604_at	Rnasel	103.1	11.9	90.2	234.4	−3.1	4.3	PR+INL(B)
1416846_a_at	Pdzrn3	106.1	55.7	103.4	878.1	−0.9	4.0	
1439426_x_at	Lyz1	50.6	11.9	18.5	182.9	−2.1	3.9	
1453125_at	Sox11	344.6	60.7	255.6	845.5	−2.5	3.8	PR+INL(B)
1438245_at	AK034813	77.5	96.7	68.2	1295.1	0.3	3.7	
1418139_at	Dcx	116.4	59.5	106.0	797.1	−1.0	3.7	HC(W)
1448877_at	Dlx2	17.7	9.0	36.5	119.8	−1.0	3.7	INL+GCL(d)
1449434_at	Car3	11.9	53.5	11.3	700.0	2.2	3.7	AM(G)
1449254_at	Spp1	5.3	35.8	2.0	412.2	2.7	3.5	
1428184_at	3110035E14Rik	66.3	21.5	45.4	237.6	−1.6	3.5	
1460009_at	Ier5	22.6	43.7	32.4	442.5	1.0	3.3	AM+PR+GCL(G)
1436364_x_at	Nfix	87.8	376.3	82.3	3784.4	2.1	3.3	BP+GCL(G)
1442214_at	AK141047	59.0	63.3	44.6	635.9	0.1	3.3	
1437156_at	Necab1	4.0	26.5	3.6	264.5	2.7	3.3	
1456261_at	Sh3kbp1	5.4	11.4	4.8	109.2	1.1	3.3	
1448891_at	Fcrls	3.9	12.9	6.0	122.4	1.7	3.2	
1434777_at	Mycl1	108.0	28.2	100.9	264.9	−1.9	3.2	
1435165_at	Cntn2	9.0	20.5	25.9	186.8	1.2	3.2	
1416034_at	Cd24a	580.5	176.8	592.6	1602.4	−1.7	3.2	MG(B)
1449130_at	Cd1d1	150.3	40.8	116.0	367.1	−1.9	3.2	
1447020_at	AK042819	2.8	11.6	2.5	103.1	2.1	3.1	
1438072_at	AK042460	63.3	77.1	45.6	662.9	0.3	3.1	
1453326_at	3300001A09Rik	26.3	13.0	6.7	110.5	−1.0	3.1	
1457261_at	A930025H08Rik	4.5	12.0	4.9	100.6	1.4	3.1	
1439808_at	A130090K04Rik	19.1	24.6	28.9	204.9	0.4	3.1	
1448288_at	Nfib	33.4	41.4	24.3	333.9	0.3	3.0	
1448194_a_at	H19	191.6	47.4	188.1	379.1	−2.0	3.0	
1457227_at	AI843755	8.9	26.3	7.2	207.1	1.6	3.0	

PR, photoreceptor cell; AM, amacrine cell; BP, bipolar cell; MG, Müller glia; GCL, cells in ganglion cell layer; HC, horizontal cell; INL, cells in inner nuclear layer.

d, de Melo et al., 2003; W, Wakabayashi et al., 2008; B, Blackshaw et al., 2004; G, GENSAT database.

In contrast, the expression profile of strongly up-regulated genes was grouped into two clusters (Fig. 2B, Table 2). 

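The raised genes differ in their course in the control retina. *Pdzrn3*, a ubiquitin ligase gene, had a mean signal of 106 ± 6.87 in the P1 control, 55.7 ± 10.3 in the P12 control and 878 ± 236 in the P12 *Otx2* CKO retina (SD, n = 3 each). *Nfix*, a nuclear factor I gene, instead went from 87.8 ± 22.9 to 376 ± 76.5 in the control and reached 3784 ± 1179 in the *Otx2* CKO retina at P12. *Lmcd1*, a LIM domain gene, stayed near background in both control groups (1.53 ± 0.945 and 2.97 ± 1.43) and was 109 ± 8.86 in the *Otx2* CKO retina. Over all 37 probe sets of Table 2, the mean signal was higher in the P12 than in the P1 control for 19 and lower for 18, with a median ratio of 1.07. Of the 16 above the signal limit in a control group, 9 fell and 2 rose from P1 to P12 at an adjusted p under 0.05 from limma. These tallies depend on the scale between the ages. With the arrays brought to 1 scale, 5 to 12 of the 37 were higher at P12, and 10 to 17 fell and 0 to 1 rose. The members of the paper's 2 clusters were not read from the picture, so no tally is given for each.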

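Some genes of Table 2 fell in the control retina between P1 and P12 and were higher in the *Otx2* CKO than in the control retina at P12. *Sox11*, a transcription factor of postmitotic precursors, had on 1 of its probe sets a mean signal of 345 ± 67.2 in the P1 control and 60.7 ± 24.1 in the P12 control (SD, n = 3 each, log2 change −2.26, SE 0.35, adjusted p = 7.65e-05, limma). *Cd24a*, a surface protein of differentiating neurons, went from 581 ± 137 to 177 ± 85.2 (log2 change −1.70, SE 0.36, adjusted p = 0.000847), and *Cd1d1*, an antigen-presenting molecule, from 150.3 ± 53.2 to 40.8 ± 9.49 (log2 change −1.51, SE 0.31, adjusted p = 0.000600). In the P12 *Otx2* CKO retina the signals were 846 ± 454, 1602 ± 761 and 367 ± 104, with adjusted p = 3.52e-05, 0.000112 and 7.25e-05 against the P12 control from limma. These falls in the control retina held under each of 8 scalings. *Dcx*, which encodes doublecortin, had signals of 116 ± 26.6 and 59.5 ± 48.5 in the control groups (adjusted p = 0.140 from limma).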

Most of members in the first group (15 genes) were down-regulated in the P12 control retina compared to that of P1. This cluster includes transcription factors *Dlx1, Dlx2, Sox11* and *Mycl1*. These genes are possibly involved in several retinal development events such as proliferation of progenitor cells, maturation of early photoreceptor precursors, and cell fate determination of progenitor cells. 

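All 4 of these transcription factor genes rose at P12. *Dlx1*, a homeobox gene of interneurons and of retinal amacrine and ganglion precursors, had a signal of 0.700 ± 0.265 in the control, at background, and 273 ± 45.4 in the *Otx2* CKO retina (SD, n = 3 each, log2 change 4.10, SE 0.30, adjusted p = 2.05e-06, limma). *Dlx2* rose from 9.00 ± 3.35 to 119.8 ± 27.7 (log2 change 2.43, SE 0.27, adjusted p = 6.65e-05) and *Mycl*, a Myc family gene, from 28.2 ± 30.6 to 265 ± 65.9 (log2 change 2.85, SE 0.36, adjusted p = 0.000205). *Sox11* rose on the probe set that Table 2 lists as BC048721 from 42.9 ± 8.12 to 1691 ± 690.5 (log2 change 4.78, SE 0.56, adjusted p = 0.000105). At P1 the mean signals of *Dlx1* were 26.4 ± 21.6 and 66.0 ± 15.0, and those of *Sox11* on that probe set 339 ± 383 and 826 ± 91.5 (adjusted p = 0.910 for each from limma). Without P1 control replicate 3 limma called both at P1 (adjusted p = 0.0480 for *Dlx1*, over its alternatives 0.000598 to 1.00, and adjusted p = 0.00661 for *Sox11*, over its alternatives 1.22e-08 to 1.00). The probe set that Table 2 lists as *Sox11* went the other way at P1. Its log2 change was −0.19 to −0.093 under 8 scalings, with a call under 0 of them, so no direction of *Sox11* at P1 is read. With the experiment number as a block the adjusted p at P1 was 0.000598 (over the alternatives 0.000598 to 1.00) for *Dlx1* and 1.22e-08 (over the alternatives 1.22e-08 to 1.00) for *Sox11*, in the fit in which a mixed grouping gave more calls. Of 21 listed genes of retinal progenitors and neurogenesis, 11 of 16 tested rose at P12 (13 when adjusted over the list alone, with 1 lower), with a median log2 change of 0.93 (camera adjusted p = 0.00275, adjusted p = 0.312 with an estimated correlation, 1.32e-05 to 0.312 over its alternatives). Under 8 scalings 4 to 7 rose and 0 to 1 fell, with a median of 0.59 to 0.68. Examples are *Hes5*, a Notch target, (59.0 to 329), the receptor gene *Notch1* (179 to 529) and *Sox4* (138 to 1056), with adjusted p = 0.000425, 0.000461 and 0.00129 from limma.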

Consistent with this result, more probes categorized in “cell cycle” were observed in the up-regulated groups (8% at P1 and 4% at P12) compared to those in the down-regulated groups (2% at both P1 and P12) (Fig. 1). Most of members in the second cluster (22 genes) were up-regulated in the P12 control retina compared to that of P1. This group includes *Car3, Spp1, Cst7* and *Col12a1*. 

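*Car3* and *Nfix* were the Table 2 genes that rose from the P1 to the P12 control in limma's test. The log2 change was 1.26 (SE 0.24, adjusted p = 0.000419) for *Car3*, a carbonic anhydrase gene, and 1.93 (SE 0.26, adjusted p = 2.96e-05) for *Nfix*. Both remained higher at P12 under 8 scalings of the arrays, with log2 changes of 0.13 to 1.62 for *Car3* and 0.17 to 2.46 for *Nfix*. Limma called *Car3* under 4 of them and *Nfix* under 5. With quantile, trimmed mean or median scaling of all 12 arrays, 0 probe sets of Table 2 rose between the control groups in limma's test. With the arrays scaled to the bioC, bioD and cre spikes 1 did. Scalings within an age do not bring the ages to 1 scale. *Ier5*, an immediate early gene, had signals of 22.6 ± 7.03 in the P1 control and 43.7 ± 16.0 in the P12 control (SD, n = 3 each), below the limit for a test, as had *Necab1* (4.00 ± 3.30 and 26.5 ± 17.3).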

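*Car3* rose from 53.5 ± 24.3 in the P12 control to 700.0 ± 50.7 in the P12 *Otx2* CKO retina (SD, n = 3 each, log2 change 3.42, SE 0.24, adjusted p = 1.57e-06, limma). *Cst7*, which encodes the protease inhibitor cystatin F of immune cells, rose from 4.53 ± 3.39 to 101 ± 33.0 (log2 change 2.49, SE 0.24, adjusted p = 1.86e-05). *Col12a1*, a collagen gene, was 479, 79.4 and 104 in the 3 *Otx2* CKO arrays and 23.4, 5.70 and 1.70 in the 3 control arrays (log2 change 2.85, SE 0.49, adjusted p = 0.00191), so that its mean rests largely on 1 array. At P1 all 3 were near background, with mean signals in both genotypes of at most 11.9.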

We suppose that these genes encode components associated with the increase of amacrine-like cells in the *Otx2* CKO retina.

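Microglial genes rose beside these genes at P12. *C1qa* and *C1qc*, which encode chains of the complement component C1q, rose from 85.7 ± 24.4 to 614 ± 221 and from 55.2 ± 32.2 to 385 ± 50.4 (SD, n = 3 each). *Tyrobp*, a signaling adaptor of microglia, rose 6.36-fold and *Mpeg1*, a macrophage perforin gene, 7.26-fold. The adjusted p of the 4 genes was at most 0.000106 from limma. Of 23 listed microglia and macrophage genes, 18 of 19 tested rose at P12 (19 when adjusted over the list alone) and none fell. Their median log2 change was 1.74 (camera adjusted p = 6.79e-12, adjusted p = 0.0375 with an estimated correlation, 5.54e-16 to 0.0375 over its alternatives). *Fcrls* and *Lyz1* of Table 2, also genes of microglia and macrophages, rose from 12.9 ± 4.63 to 122 ± 32.9 and from 11.9 ± 9.61 to 183 ± 9.72 (adjusted p = 2.45e-05 and 0.0125 from limma). *Lyz1* was called under 4 of 8 scalings. Genes of Table 2 are not in the list. The paper proposes that the genes of the second cluster belong to the increase of amacrine-like cells.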

To determine whether up- or down-regulated genes in the *Otx2* CKO retina are indeed enriched for sets of genes expressed selectively in individual retinal cell subtypes, we performed a statistical analysis. We compared our microarray data sets with previously reported cellular expression patterns of each retinal gene obtained from published *in situ* hybridization data [37]. Forty-five of 84 probes corresponding to photoreceptor-specific genes previously identified by *in situ* hybridization analysis were found in the group down-regulated in the *Otx2* CKO retina (1049 probes; signal log ratio ≤-1.0, signal intensity ≥50). Twenty-one of 70 probes corresponding to amacrine-specific genes previously identified by *in situ* hybridization analysis were found in the group up-regulated in the *Otx2* CKO retina (4149 probes; signal log ratio ≥+1.0, signal intensity ≥50). This data shows that photoreceptor-specific genes are strongly enriched in the group down-regulated in P12 *Otx2* CKO (P<0.01), whereas, the amacrine-specific genes are enriched in the group up-regulated in the P12 *Otx2* CKO retina (P<0.01).

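Photoreceptor genes were concentrated among the lowered genes and amacrine genes among the raised ones, in the lists written from textbook knowledge. Of 39 listed photoreceptor genes, 37 (94.9%) were among the genes with a signal log ratio of at most −1 at P12 and none was among the raised ones. Of 21 listed amacrine genes, 10 (47.6%) were among the genes with a signal log ratio of at least 1, and none was among the lowered ones. In the background of 10769 genes with 1 symbol that could meet the limits, 518 (4.81%) were lowered and 1779 (16.5%) raised. The adjusted p from Fisher's exact test over 14 tests was 4.70e-46 for the photoreceptor genes and 0.00313 for the amacrine genes. Other cell types were enriched as well. Bipolar genes were lowered in 16 of 18 cases (adjusted p = 6.43e-19, Fisher's exact test), microglial genes were raised in 19 of 19 (adjusted p = 5.97e-15, Fisher's exact test), ganglion cell genes in 7 of 15 (adjusted p = 0.0146, Fisher's exact test) and Muller glia genes in 7 of 17 (adjusted p = 0.0244, Fisher's exact test). Of 4 horizontal cell genes, 2 were lowered and 2 raised (adjusted p = 0.0244 and 0.182, Fisher's exact test). Fisher's test takes genes as independent, and genes of 1 cell type are not. In camera's test with an estimated correlation the bipolar and microglia lists still passed, and the amacrine, ganglion and Muller lists no longer did (adjusted p = 0.312, 0.445 and 0.343, over the alternatives 7.12e-07 to 0.312, 0.000239 to 0.445 and 0.000127 to 0.343). The *in situ* lists of the paper were not used here.

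**Figure D1:**
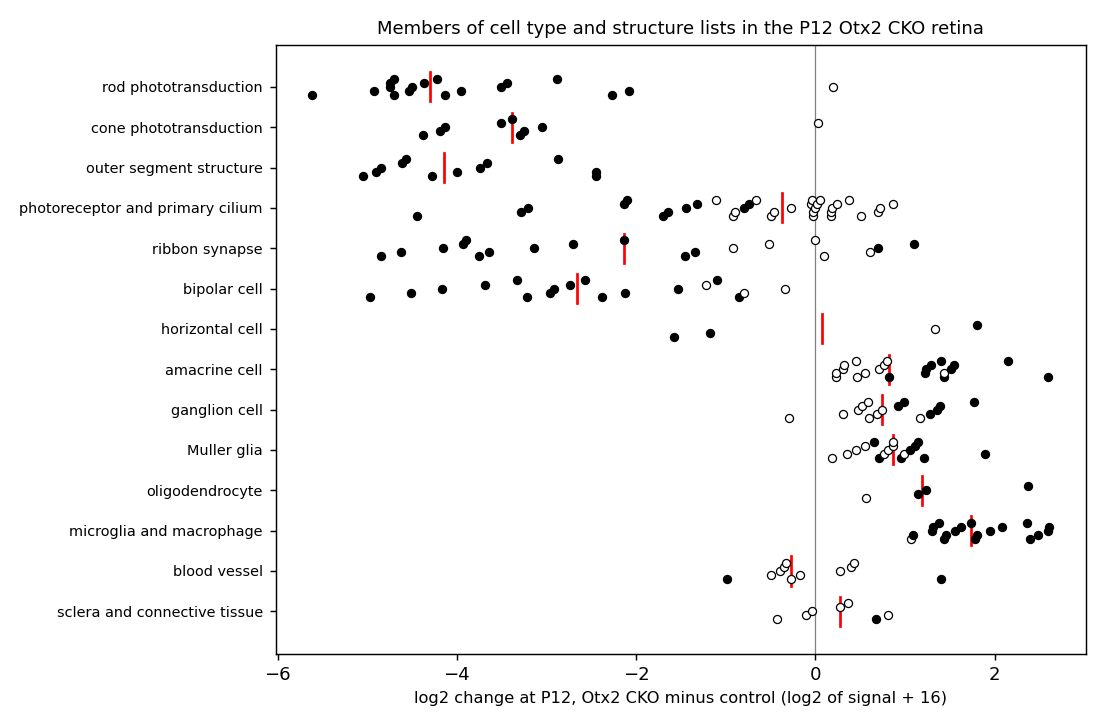
Log2 change of signal between Otx2 CKO and control retina at P12 (x axis, log2(signal + 16) scale) for the tested members of 14 gene lists (y axis, 1 line for each list). Each circle is 1 gene, filled where its adjusted p from limma was under 0.05 and open otherwise, and each red line is the median of a list, such as −4.30 for rod phototransduction and 1.74 for microglia and macrophages.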

Furthermore, we compared our microarray data with previously reported cellular expression patterns of each retinal gene obtained from published results of *in situ* hybridization [37], [38], immunohistochemistry [39], [40], and cell type–specific GFP expression in the retina using BAC transgenic mice from the GENSAT project [41] (Table 1 and 2). In addition, we searched cone- and rod-specific genes based on the microarray data from *Nrl* KO mice [42] (signal log ratio ≤−2.0 for “down” or ≥+2.0 for “up”). 

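Genes of amacrine cells rose at P12 in part. *Nhlh2*, a helix-loop-helix factor, rose from 257 ± 69.5 in the control to 1746 ± 956 in the *Otx2* CKO retina (SD, n = 3 each, log2 change 2.60, SE 0.40, adjusted p = 0.000836, limma). *Ebf3*, a transcription factor of glycinergic amacrine cells, rose from 196 ± 38.9 to 959 ± 393 (log2 change 2.15, SE 0.32, adjusted p = 0.000750), and *Dab1*, the reelin adaptor of AII amacrine cells, from 138 ± 28.2 to 445 ± 207 (log2 change 1.51, SE 0.32, adjusted p = 0.00616). Of 28 listed amacrine genes, 10 of 21 tested rose and none fell (13 rose when adjusted over the list alone, 14 with the experiment number as a block). The median log2 change was 0.82 (camera adjusted p = 0.000760, adjusted p = 0.312 with an estimated correlation, 7.12e-07 to 0.312 over its alternatives). Under 8 scalings of the arrays the median of the list was 0.46 to 0.73, with 5 to 9 genes higher. At P1 none of 10 tested amacrine genes passed limma's threshold (1 higher and 1 lower at an unadjusted p under 0.05), with a median log2 change of 0.022 (camera adjusted p = 0.000658, adjusted p = 0.194 with an estimated correlation, 1.49e-07 to 0.194 over its alternatives). The amacrine list lost its call at P1 without P1 control replicate 2 (adjusted p = 0.136). Genes of GABA and glycine transmission, the signals of most amacrine cells, rose in 5 of 12 cases at P12 (6 over the list alone), among them the glycine receptor subunit *Glra2* (63.2 ± 26.7 to 427 ± 281) and the GABA-degrading enzyme *Abat* (473 ± 131 to 1454 ± 36.4, SD, n = 3 each), with adjusted p = 0.00182 and 0.000442 from limma. The adjusted p of that list was 0.450 with an estimated correlation, 0.00249 to 0.450 over its alternatives. Under 8 scalings 3 to 5 of its genes rose and 0 to 1 fell.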

Most of the down-regulated genes in P12 *Otx2* CKO were known cone, rod or pan-photoreceptor genes (Table 1), whereas, several genes up-regulated in the *Otx2* CKO retina were known amacrine- or INL-expressed genes. Expression patterns of many genes in the latter group were previously unidentified in the retina (Table 2).

Expression profiles of *Crx*, *Nrl,* and *Nr2e3*-null retinas were reported previously [42], [43], [44], [45]. We compared datasets of the *Otx2* CKO retina with those of the *Crx, Nrl,* and *Nr2e3*-null retinas (Fig. 4, Text S1). 

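Rod and cone genes lowered in the *Crx* KO retina of the earlier studies were lowered in the *Otx2* CKO retina at P12. *Guca1b*, a guanylate cyclase activator, fell from 1788 ± 1036 in the control to 49.8 ± 29.9 in the *Otx2* CKO retina (SD, n = 3 each, adjusted p = 6.95e-06 from limma). *Kcnj14*, a potassium channel gene, fell from 709 ± 362 to 17.7 ± 6.92 (adjusted p = 2.07e-06), and *Rgs9bp*, which anchors the complex that ends the rod light response, from 691 ± 213 to 21.8 ± 12.4 (adjusted p = 1.02e-06). The cone phosphodiesterase subunit *Pde6h* was 16.9-fold lower (adjusted p = 8.79e-05 from limma). Of the 84 probe sets of Text S1 in this group, 84 fell at P12 in limma's test, with signal log ratios from −6.15 to −2.09 and a median of −4.29. The group was chosen in part on these arrays, and the *Crx* KO arrays were not analysed here.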

We found that the expression of 84 probes was strongly decreased in both the *Otx2* CKO and *Crx* KO retinas (signal log ratio ≤−2.0, Fig. 4A). This group includes both rod and cone photoreceptor genes such as *Rhodopsin* (*Rho*) and *S-opsin* (*Opn1sw*). The expression of 48 probes was markedly decreased in both the *Otx2* CKO and *Nrl* KO retinas (signal log ratio ≤−2.0, Fig. 4B). These genes include rod-specific genes such as *Pde6b* and *Rho*. 

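Genes of rod photoreceptors are part of this overlap. *Cngb1*, the second subunit of the rod channel, fell from 1635 ± 608 to 45.6 ± 21.5 in the *Otx2* CKO retina at P12 (SD, n = 3 each, adjusted p = 8.31e-07 from limma). *Samd11*, a partner of the photoreceptor corepressor, fell from 1913 ± 247 to 48.2 ± 16.8 (adjusted p = 7.81e-07), and *Fscn2*, an actin-bundling gene of the outer segment, from 128 ± 63.6 to 2.57 ± 1.04 (adjusted p = 1.63e-05). Of the 48 probe sets of Text S1 in this group, 48 fell in limma's test, with a median signal log ratio of −3.97. In all, 367 probe sets had a signal log ratio of at most −2 with a control signal of at least 74 at P12. The *Nrl* KO arrays were not analysed here.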

We identified 18 probes that were down-regulated in the *Otx2* CKO retina but up-regulated in the *Nrl* KO retina, including cone photoreceptor genes such as *Opn1sw*, *cone arrestin (Arr3*) and *Pde6c* (Fig. 4B). 

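Cone genes that the paper places among those raised where *Nrl* is missing fell in the *Otx2* CKO retina. *Arr3*, cone arrestin, fell from 355 ± 127 to 20.0 ± 13.9 at P12 (SD, n = 3 each, log2 change −3.39, SE 0.29, adjusted p = 8.22e-06, limma). *Pde6c*, the catalytic subunit of the cone phosphodiesterase, fell from 381 ± 43.7 to 33.9 ± 18.7 (log2 change −3.05, SE 0.28, adjusted p = 1.43e-05), and *Kcne2*, a potassium channel subunit gene, from 453 ± 125 to 14.0 ± 6.60 (log2 change −3.95, SE 0.24, adjusted p = 8.31e-07). *Opn1sw*, whose probe set Text S1 lists among those lowered in the *Crx* KO retina, was 2308 ± 928 in the control and 113 ± 30.8 in the *Otx2* CKO retina at P12 (log2 change −4.13, SE 0.37, adjusted p = 9.44e-06). All 18 probe sets of Text S1 in this group fell in limma's test, with a median signal log ratio of −3.59. The limits on signal log ratio that chose them were applied to these arrays too.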

Five of six genes down-regulated in the *Otx2* CKO retina but up-regulated in the *Nr2e3*-null retina overlapped with the probes down-regulated in the *Otx2* CKO and up-regulated in the *Nrl* KO retina (Fig. 4C).

**Figure 4:**
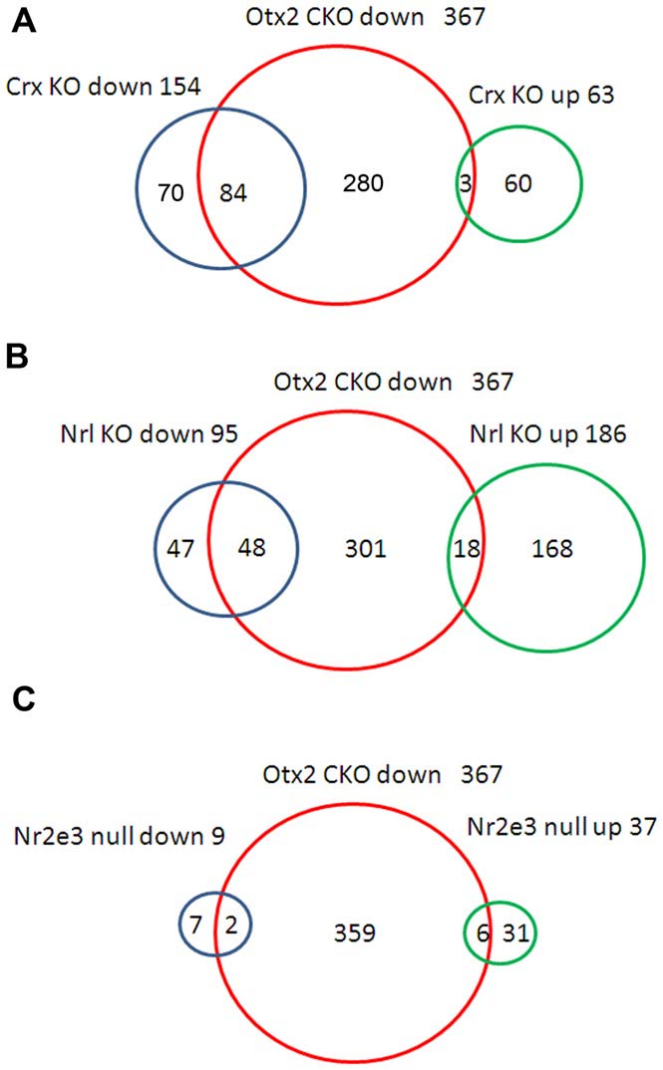
Comparison gene expression profiles with the *Otx2*-CKO retina. (A-C) Microarray analysis datasets from *Crx* (A), *Nrl* (B), *Nr2e3* (C) KO retinas were compared with that from the *Otx2* CKO retina at P12. We identified 367 down-regulated probes in the *Otx2* CKO retina (signal log ratio ≤−2.0, signal intensity ≥74). We used datasets from previous microarray analysis of the *Crx*, *Nrl* and *Nr2e3*-null retinas at P21 with the following results: 154 probes down-regulated in the *Crx* KO retina (signal log ratio ≤−2.0, signal intensity ≥352), 63 probes up-regulated in the *Crx* KO retina (signal log ratio ≥+2.0, signal intensity ≥345), 95 probes down-regulated in the *Nrl* KO retina (signal log ratio ≤−2.0, signal intensity ≥354), 186 probes up-regulated in the *Nrl* KO retina (signal log ratio ≥+2.0, signal intensity ≥347), 9 probes down-regulated in the *Nr2e3*-null (rd7) retina (signal log ratio ≤−2.0, signal intensity ≥354), 37 probes up-regulated in the *Nr2e3*-null retina (signal log ratio ≥+2.0, signal intensity ≥358). The numbers of probes in each category were indicated.

### *Otx2* regulates expression of transcription factors involved in retinal development

To investigate the transcriptional network of *Otx2*-regulated genes, we first focused on the expression of transcription factors involved in retinal development. We previously showed that *Crx* expression was absent in the *Otx2* CKO retina at E18.5, however, the expression of other transcription factors involved in photoreceptor development was not determined [4]. 

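Several transcription factors of photoreceptors fell at P12, and some of the others in Table 3 rose. *Crx* fell on its probe set in Table 3 from 2933 ± 1049 to 65.3 ± 20.9 (SD, n = 3 each, log2 change −5.15, SE 0.36, adjusted p = 1.42e-06, limma), and *Esrrb*, an orphan nuclear receptor of rods, from 632 ± 286 to 24.3 ± 13.2 (log2 change −3.96, SE 0.31, adjusted p = 3.45e-06). *Isl1*, a LIM homeobox gene also of bipolar and cholinergic amacrine cells, fell from 1542 ± 340.3 to 243 ± 34.7 (log2 change −2.57, SE 0.24, adjusted p = 1.66e-05). *Prdm1*, which encodes Blimp1, fell from 188 ± 57.2 to 34.4 ± 19.4 (log2 change −2.05, SE 0.40, adjusted p = 0.00384), *Pias3*, a SUMO ligase gene, from 860 ± 279.9 to 199.7 ± 92.3 (log2 change −2.06, SE 0.32, adjusted p = 0.000812), and *Neurod1* on its probe set in Table 3 from 1817 ± 1354 to 334 ± 312 (log2 change −2.50, SE 0.57, adjusted p = 0.0101). *Neurog2*, a proneural gene of progenitors, rose from 48.4 ± 12.9 to 297 ± 59.9 (log2 change 2.28, SE 0.26, adjusted p = 8.98e-05). *Six6* and *Notch1* rose 2.31-fold and 2.46-fold (adjusted p = 0.00627 and 0.00587 from limma). *Six3* and *Prox1* rose 1.90-fold and 2.08-fold as deposited, with adjusted p = 0.0279 and 0.0494, and passed limma's threshold under none of 8 scalings. *Six3* lost its call when any 1 of 4 arrays was left out (adjusted p up to 0.0659, without P12 control replicate 3) and *Prox1* when any 1 of 11 arrays was left out (adjusted p up to 0.143, without P12 *Otx2* CKO replicate 1). *Neurod4* had signals of 504 ± 285 and 1278 ± 1142 (adjusted p = 0.246 from limma, adjusted p = 0.000175, over the alternatives 0.000175 to 0.692, with the experiment number as a block). *Rora*, *Rorb*, *Rax* and *Hes1* did not pass limma's threshold, and *Rxrg*, *Thrb* and *Atoh7* were below the signal limit. *Rax* passed it without P12 control replicate 1 (adjusted p = 0.0217). Of 25 tested probe sets of the 28 in the paper's list, 9 fell and 11 rose at P12 (21 changed when adjusted over the list alone), and under scalings of all arrays 9 fell and 5 to 8 rose.

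**Figure D2:**
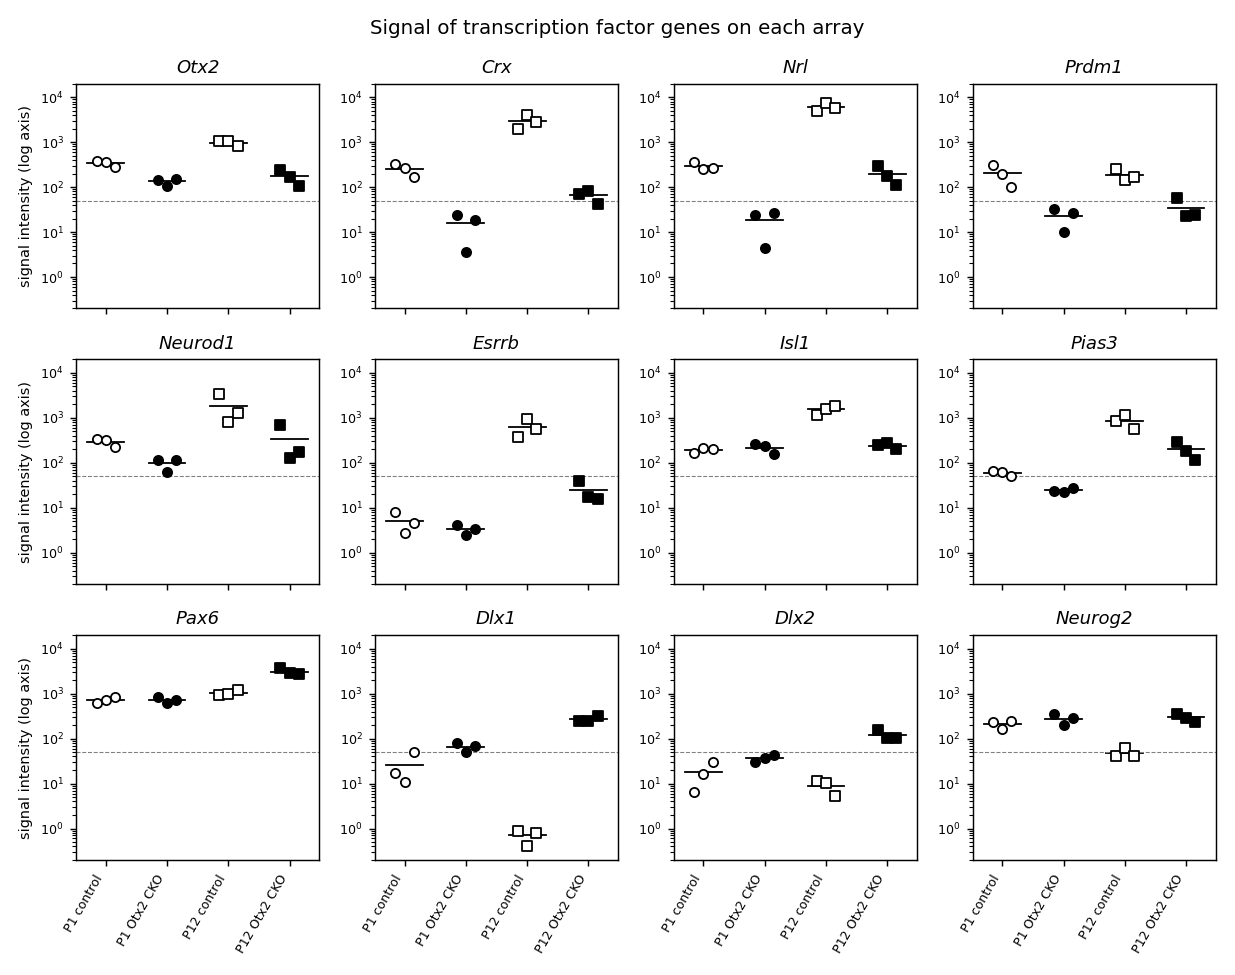
Signal of 12 transcription factor genes in each array (y axis, signal intensity, log scale) in the P1 control (open circles), P1 Otx2 CKO (filled circles), P12 control (open squares) and P12 Otx2 CKO retina (filled squares), with horizontal lines for the group means and a dashed line at a signal of 50. Crx lies at a mean of 2933 in the P12 control and 65.3 in the P12 Otx2 CKO retina, and Pax6 at 1042 and 3083.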

We selected the microarray data sets of 28 transcription factors known to be involved in retinal development (Table 3), and found that the expression of several transcription factor genes (*Crx, Nrl, Nr2e3, Esrrb, Isl1, Blimp1, Pias3* and *NeuroD*) was strongly reduced at P12 (signal log ratio ≤−2.1), whereas the expression level of *Pax6* was increased consistent with the previous result by immunohistochemical analysis [4], [46](Table 3). In addition, we found that the expression of *Crx, Nrl* and *Nr2e3* was strongly reduced at P1 as well (signal log ratio ≤−3.7, Table 3). 

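*Nrl* fell at P1 from 294 ± 56.4 in the control to 18.6 ± 12.3 in the *Otx2* CKO retina (SD, n = 3 each, log2 change −3.22, SE 0.35, adjusted p = 0.00246, limma). *Crx* fell from 254 ± 79.6 to 15.6 ± 10.7 on the probe set in Table 3 (log2 change −3.11, SE 0.36, adjusted p = 0.00324). *Prdm1* fell as well, from 202 ± 106 to 23.0 ± 11.7 (log2 change −2.41, SE 0.40, adjusted p = 0.0263). *Prdm1* lost its call when any 1 of 7 arrays was left out (adjusted p up to 0.220, without P1 *Otx2* CKO replicate 2). *Isl1*, *Pias3*, *Neurod1* and *Neurod4* did not pass limma's threshold at P1. The model takes 1 spread for each probe set from both ages, so these tests at P1 also carry the scatter of the P12 arrays. That these genes were unchanged at P1 does not follow from them. *Isl1* had signals of 197 ± 27.1 and 219 ± 53.9 and *Pias3* of 59.1 ± 7.75 and 24.7 ± 3.03 (adjusted p = 0.910 for each). *Neurod1* had signals of 296 ± 60.7 and 96.7 ± 30.6 (adjusted p = 0.910 from limma), with adjusted p = 1.07e-05 (over the alternatives 1.07e-05 to 1.00) with the experiment number as a block, in the fit in which a mixed grouping gave more calls at P1. *Neurod4* was 165 ± 82.3 and 47.0 ± 37.1 (adjusted p = 0.910 from limma, adjusted p = 6.10e-07, over the alternatives 6.10e-07 to 1.00, in the blocked fit). *Esrrb* was below the signal limit in both genotypes at P1. Of 21 tested probe sets of the paper's list at P1, 4 fell, these 3 and 1 other (7 when adjusted over the list alone) and none rose.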

To validate these microarray results, we carried out quantitative real-time RT-PCR analysis (Q-PCR) for these genes. The Q-PCR results clearly reflect the changes observed in the microarray analysis for all of the genes we tested (Fig. 5).

**Figure 5:**
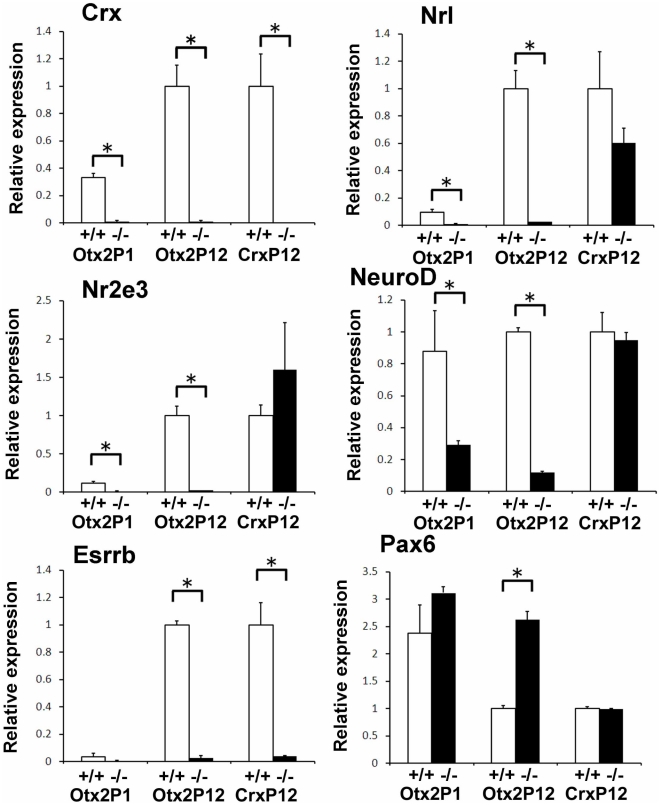
*Otx2* regulates expression of transcription factors involved in retinal development. Expression levels of selected transcription factor genes in the control (at P1 and P12), *Otx2* CKO (at P1 and P12) and *Crx* KO (at P12) retinas were analyzed by Q-PCR. Expression levels of selected genes were normalized to the expression levels of a housekeeping gene, *Gapdh*. The mean of the value of each control at P12 was set as 1.0. Error bars show the SD (n  =  3). *, P<0.03.

**Table 3:** Expression of transcription factors involved in retinal development in the *Otx2* CKO retina.

Probe ID	Gene symbol	P1 WT	P1 CKO	SLR	P12 WT	P12 CKO	SLR
1418705_at	Crx	253.7	15.6	−4.0	2932.7	65.3	−5.5
1423631_at	Nr2e3	95.0	7.2	−3.7	2540.0	57.4	−5.5
1450946_at	Nrl	293.9	18.6	−4.0	6073.3	191.9	−5.0
1436926_at	Esrrb	5.1	3.3	−0.6	632.0	24.3	−4.7
1450723_at	Isl1	196.5	219.1	0.2	1542.2	243.0	−2.7
1420425_at	Prdm1/Blimp1	202.4	23.0	−3.1	188.5	34.4	−2.5
1426413_at	NeuroD	296.1	96.7	−1.6	1817.2	333.7	−2.4
1451115_at	Pias3	59.1	24.7	−1.3	860.0	199.7	−2.1
1419628_at	Chx10	423.7	411.8	0.0	2082.0	927.8	−1.2
1424034_at	Rora	49.2	33.8	−0.5	411.0	291.4	−0.5
1418558_at	Rax	168.4	117.3	−0.5	309.0	222.1	−0.5
1418782_at	Rxrg	24.7	17.3	−0.5	41.1	32.7	−0.3
1422202_at	Thrb	4.8	2.6	−0.9	40.9	34.0	−0.3
1450796_at	Math5	32.8	21.4	−0.6	3.2	3.1	0.0
1455799_at	Rorb	465.0	387.2	−0.3	747.8	765.4	0.0
1418102_at	Hes1	111.4	94.5	−0.2	90.1	140.0	0.6
1437588_at	Brn3b/Pou4F2	96.1	123.3	0.4	155.9	284.4	0.9
1427523_at	Six3	190.5	181.7	−0.1	299.7	568.2	0.9
1421336_at	Prox1	18.6	22.8	0.3	199.1	414.2	1.1
1419408_at	Six6	237.1	238.1	0.0	335.8	774.0	1.2
1418633_at	Notch	63.7	61.7	0.0	57.4	141.2	1.3
1418054_at	Math3	165.5	47.0	−1.8	504.4	1277.6	1.3
1419271_at	Pax6	723.9	723.6	0.0	1042.4	3083.1	1.6
1423146_at	Hes5	145.0	155.6	0.1	46.7	157.4	1.8
1422839_at	Neurog2	216.2	277.0	0.4	48.4	296.6	2.6
1437086_at	Mash1	392.6	266.4	−0.6	15.9	119.4	2.9
1448877_at	Dlx2	17.7	36.5	1.0	9.0	119.8	3.7
1449470_at	Dlx1	26.4	66.0	1.3	0.7	273.4	8.6

To compare expression of the transcription factor genes examined with those in the *Crx* KO retina, we analyzed their expression level in the P12 *Crx* KO retina by Q-PCR. In contrast to the drastic decrease of expression in the *Otx2* CKO retina, the expression of most of the transcription factors examined showed only a minor change in the *Crx* KO retina at P12 compared to that of the control retina from wild-type *129/SvEv*. The only notable exception was *Esrrb* which was strongly down-regulated in the *Crx* KO (Fig. 5) [43]. Similar to these transcription factors, we found that the expression changes in genes encoding ciliary and ribbon synaptic components in the *Crx* KO retina were milder than those in the *Otx2* CKO retina (Fig. 3).

### Identification of retinal disease candidate genes

Human homolog mutations of many genes with photoreceptor-associated expression have been shown to be associated with retinal diseases including RP [27]. Since many of the *Otx2* CKO down-regulated genes at P12 were photoreceptor-associated genes (Table 1), we supposed that mutations of human homologs of these down-regulated genes may be responsible for retinal degeneration diseases. To identify retinal disease candidate genes, we determined the chromosomal loci of human homologs of these down-regulated genes and compared these loci with the mapped loci of various hereditary retinal diseases (RetNet, the Retinal Information Network, http://www.sph.uth.tmc.edu/RetNet/). We found that three human retinal disease loci were mapped in close proximity to the markedly down-regulated genes in the *Otx2* CKO retina. Human *CCDC126* is located on 7p15.3 where dominant cystoid macular dystrophy has been mapped [47]. Human *PITPNM1* is located on 11q13 where autosomal dominant neovascular inflammatory vitreoretinopathy was reported [48].

Central areolar choroidal dystrophy was confined to a critical region, an interval of approximately 2.4 Mb (5 cM) flanked by polymorphic markers *D17S1810* and *CHLC GATA7B03* on chromosome 17p13 [49]. Human *TNFSF13* is located between these intervals. The photoreceptor-enriched expression pattern and genomic localization of *Tnfsf13* have been previously reported [37], [38]. 

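*Ccdc126*, a gene named for its coiled-coil domain, had a signal of 1009 ± 312 in the P12 control and 126 ± 34.4 in the P12 *Otx2* CKO retina (SD, n = 3 each), a 7.99-fold difference. The signal log ratio was −3.00 and the log2 change −2.82 (SE 0.28, adjusted p = 2.70e-05) from limma. Its control signal was 27.0 ± 4.50 at P1, and that of the *Otx2* CKO retina 8.73 ± 5.51, both below the limit for a test.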

*Ccdc126*, *Tnfsf13* and *Pitpnm1* were strongly down-regulated in the *Otx2*-CKO retina, showing signal log ratios of −3.5, −3.0 and −2.4, respectively. We confirmed the decreased expression of these genes in the *Otx2*-null retina by Q-PCR analysis (Fig. 6).

**Figure 6:**
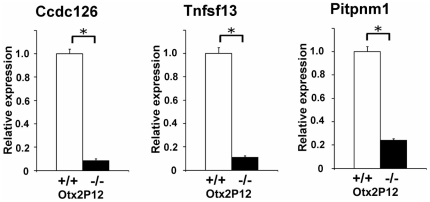
Expression of identified candidate genes for human retinal diseases in the *Otx2* CKO retina. Expression of identified candidate genes for human retinal diseases was analyzed by Q-PCR. Expression levels of selected genes were normalized to the expression levels of a housekeeping gene, *Gapdh*. The mean of the value of control at P12 was set as 1.0. Error bars show the SD (n  =  3). *, P<0.03.

## Discussion

### Otx2 regulates the transcriptional network in photoreceptor development

The main goal of this study is to obtain information and gain insights into the transcriptional network in photoreceptor development regulated by Otx2. Thus, we examined the retinal gene expression profiles of the *Otx2* CKO retina at P1 and P12, and identified significant changes in the expression of genes encoding transcription factors, components of the cilium and ribbon synapse. 

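The changes of *Esrrb* and *Isl1* differed between the ages, with a fall at P12. For *Esrrb*, whose signals at P1 were below the signal limit in both genotypes, the log2 change at P12 was lower than that at P1 by a difference of −3.84 (SE 0.44, adjusted p = 0.000374), tested with limma, and for *Isl1* by −2.70 (SE 0.35, adjusted p = 0.000701). *Crx* had a difference of −2.04 (SE 0.51, adjusted p = 0.0392), but −1.24 (adjusted p = 0.328, over the alternatives 1.47e-06 to 0.328) with an offset of 1 in place of 16, since the offset of 16 compresses its change at P1. *Crx* also lost its call when any 1 of 7 arrays was left out (adjusted p up to 0.119, without P1 control replicate 3). Under 8 scalings the difference between the ages was called 5 times for *Crx*, 6 for *Nrl* and 7 each for *Pias3* and *Otx2*. It was called 8 times each for *Esrrb* and *Isl1*, and never for *Neurod1* or *Prdm1*. *Nrl*, already low at P1, had a difference of −1.72 (SE 0.49, adjusted p = 0.0654), with adjusted p = 0.000105 (over the alternatives 0.000105 to 0.458) with the experiment number as a block. For *Pias3* and *Neurod1* the differences were −1.18 (SE 0.45, adjusted p = 0.137) and −1.01 (SE 0.81, adjusted p = 0.427), and the blocked adjusted p were 0.00651 (over the alternatives 0.000258 to 0.283) and 0.0299 (over the alternatives 0.00597 to 0.697) from limma. For *Prdm1* no difference between the ages was detected, at a value of 0.36 (SE 0.56, adjusted p = 0.673). For *Otx2* itself the difference was −1.20 (SE 0.39, adjusted p = 0.0916), with a blocked adjusted p of 0.00865 (over the alternatives 0.000851 to 0.226) from limma.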

Our microarray analysis and Q-PCR validation of the *Otx2* CKO retina revealed strong down-regulation of multiple transcription factors involved in photoreceptor development, including *Crx, Nrl, Esrrb, NeuroD, Isl1, Blimp1, Pias3* and *Nr2e3*. These data support the hypothesis that Otx2 organizes a transcription factor network in photoreceptor development. A previous study showed that a considerable amount of *Nrl* expression remains in the *Crx* KO retina, and, similarly, *Crx* expression remains in the *Nrl* KO retinas [43], [44], suggesting that Otx2 regulates the expression of *Nrl* and *Crx* by parallel pathways. Otx2 directly regulates *Crx* expression through binding to cis-regulatory elements on the Crx promoter region [4]. Does Otx2 directly regulate other transcription factors involved in photoreceptor development? The 2.4 kb fragment in the 5′ region of the *Nrl* locus is essential for its expression in photoreceptors and contains Crx/Otx2 binding sites [43]. Since Otx2 and Crx can bind to the same DNA consensus sequence [5], [50], it is possible that Otx2 binds to these cis-regulatory elements and directly regulates *Nrl* expression. In contrast, we found that *Esrrb* expression is almost abolished in both the *Otx2* CKO and the *Crx* KO retinas, showing that *Esrrb* is likely to be regulated directly by Crx and indirectly by Otx2. Similarly, *Nr2e3* expression in the *Nrl* KO was almost abolished [12], suggesting that *Nr2e3* expression is directly regulated by Nrl and indirectly regulated by Otx2. 

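*Isl1*, *Neurod1*, *Prdm1* and *Pias3* kept a larger part of their signal at P12 than *Crx*, *Nrl* and *Esrrb*. At P12 the control signal was 6.35, 5.45, 5.48 and 4.31 times that of the *Otx2* CKO retina for these 4 genes. Over the alternatives the signal log ratio of *Neurod1* at P12 ran from −3.56 to −1.65, that of *Isl1* from −3.00 to −2.51, of *Prdm1* from −3.02 to −2.18 and of *Pias3* from −2.51 to −1.83. The ratio of control to *Otx2* CKO signal was 44.9 for *Crx*, 31.6 for *Nrl* and 26.0 for *Esrrb*. In every one of these 7 genes the arrays of the genotypes did not overlap at P12, which chance gives in 10% for 3 against 3 counting both directions. The second probe set of *Neurod1* had a log2 change of −2.13 (SE 0.38, adjusted p = 0.00214 from limma). Differences between genes in these ratios were not tested.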

We found that expression of *Isl1, NeuroD, Blimp1,* and *Pias3* was markedly decreased in the P12 *Otx2* CKO retina, however, considerable amounts of expression remained in the *Nrl* KO and *Crx* KO retinas [43]. This result suggests that *Isl1, NeuroD, Blimp1,* and *Pias3* are the direct targets of Otx2. We searched for the Otx2/Crx-binding consensus sequence “TAATC” within 5 kb of the 5′ upstream region of each gene, and found that each of the 5′ regions of *Isl1, NeuroD* and *Pias3* genes contains clusters of the Otx2/Crx-binding sequence (−2.3 to −2.7 kb, 5 sites for *Isl1*; −4.2 to −4.9 kb, 4 sites for *NeuroD*; and −1.3 to −2.0 kb, 4 sites for *Pias3*). Otx2 may directly regulate expression of these transcription factors through these Otx2/Crx-binding sequence clusters. In contrast to the down-regulation of transcription factors involved in photoreceptor development, we observed a 3.0-fold increase of Pax6 expression in the P12 *Otx2* CKO retina. This is probably due to the increase of the amacrine cell population, since amacrine cell markers including *Glyt1* and *Gad65* also increased in the *Otx2* CKO at a similar level (3.0-fold increase for *Glyt1*, 3.5-fold increase for *Gad65*). 

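*Pax6*, the homeobox gene of amacrine, ganglion and horizontal cells and of progenitors, rose at P12 on each of its 3 brightest probe sets. On a dimmer tested probe set it went from 22.1 to 77.9 without passing limma's threshold (adjusted p = 0.226). On the brightest its signal was 1042 ± 150.0 in the control and 3083 ± 481 in the *Otx2* CKO retina (SD, n = 3 each), a 2.96-fold rise (log2 change 1.55, SE 0.20, adjusted p = 0.000224, limma). The rise was 3.03-fold on the next (adjusted p = 0.000436) and 3.38-fold on the dimmest of the 3 (adjusted p = 0.00305), from limma. At P1 the signals were 724 ± 102 and 724 ± 107, and the difference between the ages passed limma's threshold (1.55, SE 0.28, adjusted p = 0.00798). Under 8 scalings this difference was 0.90 to 1.15 and was called under 5 of them. The median log2 change of all genes at P12 was 0.39, so that relative to it the rise of *Pax6* is smaller, and limma called *Pax6* at P12 under 8 of 8 scalings.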

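*Slc6a9*, the glycine transporter Glyt1 of glycinergic amacrine cells and glia, rose on its brighter probe set from 566 ± 138 to 1370.0 ± 429.8 at P12 (SD, n = 3 each), 2.42-fold (log2 change 1.24, SE 0.28, adjusted p = 0.0105, limma). *Slc6a9* on this probe set lost its call without P12 control replicate 3 (adjusted p = 0.0527). On its dimmer probe set it rose 3.02-fold, from 173 to 521 (log2 change 1.47, SE 0.24, adjusted p = 0.00132, limma). *Gad2*, which encodes the GABA-synthesizing enzyme Gad65, had on its brighter probe set signals of 713, 124 and 189.5 in the 3 *Otx2* CKO arrays and 169, 46.3 and 75.8 in the 3 control arrays. The ratio of the means was 3.52, and the log2 change of 1.43 (SE 0.58, adjusted p = 0.103 from limma) did not pass the threshold. With the experiment number as a block its adjusted p was 5.64e-08 (over the alternatives 5.64e-08 to 0.356). On the dimmer *Gad2* probe set the ratio was 2.04 (adjusted p = 0.215, limma). From the similar size of the rises of *Pax6*, *Slc6a9* and *Gad2* the paper proposes a larger amacrine cell population as the probable reason for the rise of *Pax6*.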

The result from microarray analysis is consistent with that from immunohistochemical analysis of the *Otx2* CKO retina [4].

We found that photoreceptor-specific genes are strongly enriched in the group of down-regulated probes in the P12 *Otx2* CKO retina, whereas amacrine-specific genes are enriched in the group of up-regulated probes in the P12 *Otx2* CKO retina. 

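Several genes whose retinal expression had not been studied, according to the paper, were among those that fell at P12. The size of their falls was not tested against that of photoreceptor genes. *Pcare*, the gene of the paper's BC027072/C2orf71, fell from 1242 ± 483 in the control to 26.1 ± 11.9 in the *Otx2* CKO retina (SD, n = 3 each). *AI847159*, the paper's LOC100048701, fell from 469 ± 287 to 11.4 ± 1.28 and A930003A15Rik from 1177 ± 572 to 33.9 ± 13.5. *Pdzph1*, the paper's 2610034M16Rik, fell from 118 ± 25.2 to 3.40 ± 2.46. The log2 changes of the 4 genes were −4.87, −3.98, −4.51 and −2.78, with adjusted p of at most 4.60e-06 from limma. *Frmpd2*, a scaffold gene of Table 1, fell from 963 ± 165 to 19.1 ± 25.0 and *Gsg1* from 339 ± 125 to 10.5 ± 11.5. *Mpp4*, a scaffold of photoreceptor terminals, is instead a known photoreceptor gene in Table 1. It fell from 2727 ± 388 to 80.9 ± 47.8. The adjusted p of *Frmpd2*, *Gsg1* and *Mpp4* was at most 4.91e-06 from limma. In the control retina at P1 the mean signals of *Pcare*, *AI847159*, A930003A15Rik and *Pdzph1* were 26.6, 1.23, 11.3 and 0.900. These genes were taken from a list chosen on these arrays.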

Although many of down-regulated genes in the P12 *Otx2* CKO retina were known photoreceptor genes, the expression patterns of several genes, including BC027072/C2orf71, LOC100048701, A930003A15Rik, and 2610034M16Rik, have not been analyzed in the retina. These genes are strong candidates for photoreceptor-specific genes. Expression of 2610034M16Rik was decreased in the *Nrl* KO retina, suggesting that this gene is expressed in rod photoreceptors. In contrast to the high enrichment of photoreceptor genes in the *Otx2* down-regulated probes, amacrine genes were enriched in the group up-regulated in the *Otx2* CKO retina. This group seems to contain not only amacrine associated genes but also various genes from cell types including Muller glia and cells in ganglion cell layer. This result may reflect the increase of aberrant “amacrine-like cells” in the *Otx2* CKO retina.

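Muller glia and ganglion cell genes rose at P12 in part. *Apoe*, a lipid carrier made by Muller glia and also by microglia, rose from 1598 ± 450.2 to 5826 ± 139 (SD, n = 3 each, log2 change 1.90, SE 0.22, adjusted p = 9.42e-05, limma), and *Slc1a3*, the glial glutamate transporter, from 453 ± 23.2 to 1163 ± 603 (log2 change 1.21, SE 0.32, adjusted p = 0.0198). *Id3* and the water channel gene *Aqp4* rose 2.11-fold and 2.23-fold as deposited (adjusted p = 0.0277 and 0.0469 from limma), and passed the threshold under none of 8 scalings. *Slc1a3* lost its call without P12 control replicate 3 (adjusted p = 0.0602) and *Id3* without P12 control replicate 1 (adjusted p = 0.0773), without P12 control replicate 3 (adjusted p = 0.0878) and without P12 *Otx2* CKO replicate 2 (adjusted p = 0.0623), and *Aqp4* when any 1 of 10 arrays was left out (adjusted p up to 0.149, without P12 *Otx2* CKO replicate 1). Of 17 listed Muller glia genes, 8 rose and none fell (12 when adjusted over the list alone, 13 with the experiment number as a block). Their median log2 change was 0.86 (camera adjusted p = 0.00630, adjusted p = 0.343 with an estimated correlation, 0.000127 to 0.343 over its alternatives). Under 8 scalings 1 to 5 of them rose, with a median of 0.54 to 0.59, and *Slc1a3* was called under 6 of the 8. *Gap43*, a growth cone gene, rose from 293 ± 107 to 1003 ± 136 (log2 change 1.77, SE 0.28, adjusted p = 0.00102). *Stmn2* and *Tubb3*, a stathmin and a tubulin of neurons, rose 2.42-fold and 2.41-fold (adjusted p = 0.00129 and 0.0124). *Ebf1* was 2.93-fold higher as deposited (adjusted p = 0.0327) and was called under none of 8 scalings. *Tubb3* lost its call without P12 control replicate 3 (adjusted p = 0.0540) and *Ebf1* when any 1 of 4 arrays was left out (adjusted p up to 0.110, without P12 *Otx2* CKO replicate 3). Of 15 tested ganglion cell genes, 6 rose and none fell (8 over the list alone, 10 with the block), with a median log2 change of 0.75 (camera adjusted p = 0.0203, adjusted p = 0.445 with an estimated correlation, adjusted p = 0.0538 with the block, 0.000239 to 0.445 over its alternatives). The list lost its call without P12 *Otx2* CKO replicate 2 (adjusted p = 0.0615). Under 8 scalings 1 to 4 rose and 0 to 1 fell, with a median of 0.43 to 0.53. Several of these genes are also expressed by amacrine cells. At P1 none of 12 tested ganglion cell genes passed limma's threshold (0 higher and 0 lower at an unadjusted p under 0.05), while their median log2 change was 0.26 (camera adjusted p = 1.01e-11).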

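Further genes of photoreceptor terminals were lost at P12 beside *Cabp4*, *Cacna1f* and *Egflam*. *Slc17a7* was left with a signal of 32.0 ± 11.7 (SD, n = 3, log2 change −4.84, SE 0.26, adjusted p = 5.82e-07, limma) and *Lrit1*, a leucine-rich repeat gene of the synapse, fell from 1111 ± 169 to 30.3 ± 12.1 (log2 change −4.63, SE 0.23, adjusted p = 5.82e-07). *Lrit2* fell from 364 ± 65.1 to 8.87 ± 3.51 and *Cacna2d4*, an accessory calcium channel subunit gene, from 307 ± 61.2 to 9.00 ± 7.71 (adjusted p = 7.18e-07 and 1.02e-06 from limma). Of the axoneme, *Rp1l1*, a relative of *Rp1*, fell from 1055 ± 329 to 30.7 ± 20.1 (log2 change −4.57, SE 0.32, adjusted p = 1.42e-06). On its second probe set *Rpgrip1* fell from 654 ± 206 to 13.0 ± 13.8 (log2 change −4.59, SE 0.40, adjusted p = 7.56e-06). Without the genes of the paper's tables, which were chosen on these arrays, 7 of 14 ribbon synapse genes fell and 2 rose as deposited. Of 32 ciliary genes 9 fell and none rose. No gene of the full ribbon synapse list rose under any of 8 scalings.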

We found that genes encoding synaptic components (e.g. *CaBP4, Cacna1f* and *Pikachurin*) and ciliary components (e.g. *Rpgrip1* and *Rp1*) were also significantly downregulated in the *Otx2* CKO retina. We previously demonstrated that rhodopsin- and Crx-positive cells were absent in the *Otx2* CKO retina [4], however, there is a possibility that the increased amacrine-like cells converted from photoreceptors in the *Otx2* CKO retina still express photoreceptor-related molecules. Our findings in the present study excluded this possibility and support the idea that Otx2 executes a genetic program on photoreceptor cell fate determination and differentiation. Thus, the transcriptional profile data in this study will be a useful resource to identify genes involved in development and maintenance of both rods and cones.

Previously, we showed that *Otx2* is essential for bipolar cell development [51]. 

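Most of the listed bipolar cell genes fell in the *Otx2* CKO retina at P12. *Pcp2*, a regulator of G protein signaling in ON bipolar cells, fell from 2793 ± 1054 in the control to 73.6 ± 30.2 in the *Otx2* CKO retina (SD, n = 3 each, log2 change −4.97, SE 0.32, adjusted p = 8.79e-07, limma). *Cabp5*, a calcium-binding protein gene of bipolar cells, fell from 774 ± 157 to 19.8 ± 12.7 (log2 change −4.51, SE 0.27, adjusted p = 8.31e-07), and *Bhlhe23*, the paper's *Bhlhb4*, from 66.2 ± 16.6 to 2.77 ± 2.11 (log2 change −2.12, SE 0.20, adjusted p = 1.96e-05). The GABA receptor subunit gene *Gabrr1* fell from 547 ± 279.9 to 15.3 ± 16.4 and *Gng13*, a G protein gamma subunit of ON bipolar cells, from 655 ± 400.5 to 30.7 ± 14.8 (adjusted p = 1.33e-05 and 5.87e-05 from limma). Of 22 listed bipolar genes, 15 of 18 tested fell and none rose (17 when adjusted over the list alone). Their median log2 change was −2.66 (camera adjusted p = 1.37e-30, adjusted p = 0.0205 with an estimated correlation, 8.69e-52 to 0.0205 over its alternatives). Without the genes of the paper's tables 11 of 14 fell. At P1 the signals of *Pcp2*, *Cabp5*, *Bhlhe23* and *Gabrr1* were below the limit for a test, and none exceeded a control mean of 13.4.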

Consistent with this, we observed significant decreases in bipolar genes, including *Bhlhb4, Chx10, Cabp5* and *Pcp2,* in the *Otx2* CKO retina.

The morphological features of rod and cone photoreceptor ribbon synaptic terminals are different; rod photoreceptors form small synaptic terminals with a single ribbon, whereas, cone photoreceptors form larger terminals containing several ribbons with a shorter active zone [24]. These structural differences might be derived from differences of synaptic components. Transcription factors involved in photoreceptor terminal differentiation such as Nrl and Nr2e3 may regulate the expression of rod- or cone-specific synaptic components and contribute to the formation of different structures between cone and rod photoreceptors. Compared with the previous microarray studies, we identified 48 down-regulated probes in both the *Otx2* CKO and *Nrl* KO retinas, while at the same time, 18 probes were down-regulated in the *Otx2* CKO but up-regulated in the *Nrl* KO retina. These data can be a useful resource for finding different mechanisms between cone and rod photoreceptor formation, including ribbon synapse structures.

### Identification of retinal disease candidate genes from *Otx2* downstream genes

The expression profiles of several transcription factors which were shown to be critical for photoreceptor terminal differentiation have been analyzed by microarray or SAGE analysis. The expression profile of the *Crx* KO retina was analyzed using both cDNA microarray and SAGE [38], [43], [52]. Analyses of the expression profiles of *Nrl* KO, *Nr2e3* KO or *Nrl* & *Nr2e3* double KO retinas were performed using microarrays [42], [43], [44], [45]. Lack of *Crx* does not affect photoreceptor cell fate but does result in abnormal photoreceptor morphogenesis [7]. Lack of either *Nrl* or *Nr2e3* causes photoreceptor subtype conversion from rod photoreceptor to S-cone photoreceptors [12], [14]. Since deletion of *Otx2* leads to a total loss of photoreceptors in the retina, by comparing expression profiles between the *Otx2* CKO retina and control retina, we were able to identify photoreceptor-associated genes more clearly than by using other mutant retinas. Comparing the expression profiles between the *Otx2* CKO and other mutant mice may provide novel insight into genetic transcriptional networks in photoreceptor development. Furthermore, we identified several retinal disease candidate genes among the genes down-regulated in the *Otx2* CKO retina based on information from RetNet's mapped retinal disease loci. Linking information from other databases to the set of *Otx2* down-regulated genes presented in our study may give unexpected insights into photoreceptor biology. For example, proteome analysis of purified photoreceptor sensory cilium revealed that this complex contains 1,968 proteins [53]. By comparing our data and the data from other studies, a novel insight on the mechanisms of retinal disease might be obtained in the future.

## Materials and Methods

### Animals

The *Otx2* CKO and *Crx* KO mice were generated in our previous studies [4], [7]. All procedures conformed to the ARVO statement for the Use of Animals in Ophthalmic and Vision Research, and these procedures were approved by the Institutional Safety Committee on Recombinant DNA Experiments and the Animal Research Committee of Osaka Bioscience Institute (approval ID 10-401). Mice were housed in a temperature-controlled room with a 12 h light/dark cycle. Fresh water and rodent diet were available at all times.

### Microarray profiling

The P1 or P12 retinas of mouse were dissected. Total RNA (5 µg) of the retina was isolated using TRIzol reagent (Invitrogen) and converted to cDNA using One-Cycle cDNA synthesis kit (Affymetrix) according to the manufacture's instruction. Biotin-labeled cRNA was prepared using IVT labeling kit and hybridized to GeneChip mouse genome 430 2.0 array (Affymetrix). Signal intensity was determined using GeneChip Operating Software 1.4. Microarray expression data are MIAME compliant and have been deposited in a MIAME compliant database (GEO accession number GSE21900).

### Q-PCR

The P1 or P12 retinas of mouse were dissected. Total RNA (1 µg) of the retina was isolated using TRIzol reagent (Invitrogen) and converted to cDNA using Superscript II RTase (Invitrogen). Real time qPCR was performed using Cyber Green ER qPCR Super MIX (Invitrogen) and Thermal Cycler Dice Real Time System single MRQ TP870 (Takara) according to the manufacture's instruction. Quantification was performed by Thermal Cycler Dice Real Time System software Ver. 2.0 (Takara). To amplify the gene fragments, we used primers as listed in Table S1.

## Supporting Information

Table S1 Primers for Q-PCR analysis.
(XLS) Click here for additional data file.

Text S1 Probe IDs and gene symbols for each group in Figure 4.
(DOC) Click here for additional data file.

# Supplementary material for: Analysis of Transcriptional Regulatory Pathways of Photoreceptor Genes by Expression Profiling of the Otx2-Deficient Retina
**Source:** PLoS One. 2011 May 13;6(5):e19685. doi: 10.1371/journal.pone.0019685
**Supplement:** Text S1 — Probe IDs and gene symbols for each group in Figure 4.

**Text S1**

**Probe IDs and gene symbols for each group in Figure 3:**

***Otx2*-CKO-down & *Crx*-KO-down (84 probes)**

1454209_at,Fam57b;1430112_at,Wdr66;1437371_at,Fam160a1;1450789_at,Rhpn1;1443232_at,Vax2os2;1431357_a_at,Rpgrip1;1418552_at,Opn1sw;1440605_at,Fscn2;1444404_at,Rnf207;1420372_at,Sntb2;1442242_at,C79127;1425919_at,Ndufa12;1422986_at,Esrrb;1460479_at,A330094K24Rik;1459664_at,Wdr31;1425696_at,Nxnl1;1444230_at,2900046D03Rik;1439150_x_at,Grtp1;1446754_a_at,Vax2os1;1426035_at,RP23-433P19.11;1423636_at,Wdr31;1423611_at,Alpl;1435189_at,Frmpd1;1425891_a_at,Grtp1;1450829_at,Tnfaip3;1453422_a_at,1110020G09Rik;1456905_at,Ccdc24;1450816_at,Polg2;1428975_at,Susd3;1451785_at,Rpgrip1;1416203_at,Aqp1;1454231_a_at,Rpgrip1;1457083_at;1444095_a_at,LOC100048701;1458418_at,Gm2380;1449421_a_at,Kcne2;1436277_at,Rnf207;1425878_at,Cabp4;1456936_at,Cabp4;1419647_a_at,Ier3;1448169_at,Krt18;1428680_at,Cds1;1436402_at,Dohh;1425408_a_at,2610034M16Rik;1421085_at,Rs1;1458506_at,Gm626;1451636_at,Ankrd33;1451210_at,Ppap2c;1449588_at,Abca4;1424895_at,Gpsm2;1421144_at,Rpgrip1;1436926_at,Esrrb;1450765_a_at,Pde6h;1451549_at,BC016201;1417430_at,Cdr2;1421084_at,Rs1;1419723_at,Opn1mw;1455098_a_at,Vtn;1450766_at,Pde6h;1431010_a_at,Rdh12;1429133_at,Nxnl2;1433699_at,Tnfaip3;1423179_at,Kcnb1;1441330_at,Crb1;1423180_at,Kcnb1;1431174_at;1440256_at,Rgs9bp;1436657_at,Gm11744;1452243_at,Kcnj14;1425138_at,Guca1b;1451603_at,Rtbdn;1424256_at,Rdh12;1449132_at,Opn1sw;1420484_a_at,Vtn;1430128_a_at,Reep6;1451647_at,Slc24a1;1450215_at,Rcvrn;1450453_a_at,Pde6g;1425100_a_at,Pde6g;1417432_a_at,Gnb1;1451617_at,Rho;1460212_at,Gnat1;1425171_at,Rho;1451618_at,Rho

***Otx2*-CKO-down & *Crx*-KO-up (3 probes)**

1454770_at,Cckbr;1417889_at,Apobec2;1450779_at,Fabp7

***Otx2*-CKO-down & *Nrl*-KO-down (48 probes)**

1437371_at,Fam160a1;1422986_at,Esrrb;1458177_at,Ebpl;1443232_at,Vax2os2;1425441_at;1450829_at,Tnfaip3;1418478_at,Lmo1;1446754_a_at,Vax2os1;1440605_at,Fscn2;1416203_at,Aqp1;1417288_at,Plekha2;1436277_at,Rnf207;1431174_at;1450816_at,Polg2;1451210_at,Ppap2c;1428975_at,Susd3;1428547_at,Nt5e;1449945_at,Ppargc1b;1455140_at,Pitpnm3;1458418_at,Gm2380;1423631_at,Nr2e3;1425408_a_at,2610034M16Rik;1450415_at,Pde6a;1436926_at,Esrrb;1424895_at,Gpsm2;1417430_at,Cdr2;1451647_at,Slc24a1;1433699_at,Tnfaip3;1423180_at,Kcnb1;1451549_at,BC016201;1452243_at,Kcnj14;1425288_at,Samd11;1417298_at,Ebpl;1440838_at;1423179_at,Kcnb1;1451763_at,Cnga1;1452806_at,Fam57b;1417432_a_at,Gnb1;1430128_a_at,Reep6;1425138_at,Guca1b;1452807_s_at,Fam57b;1419740_at,Pde6b;1451617_at,Rho;1450946_at,Nrl;1451618_at,Rho;1425171_at,Rho;1460212_at,Gnat1;1425172_at,Rho

***Otx2*-CKO-down & *Nrl*-KO-up (18 probes)**

1419099_x_at,Stom;1453127_at,Ppm1j;1422907_at,Gnat2;1450329_a_at,Arr3;1423636_at,Wdr31;1449421_a_at,Kcne2;1417396_at,Podxl;1460605_at,Crxos1;1442160_at,Fam19a3;1425232_x_at,Arr3;1450830_a_at,Pde6c;1438399_at,Pex5l;1449501_a_at,Gzmm;1421780_a_at,Cabp5;1454770_at,Cckbr;1429036_at,Otop3;1418552_at,Opn1sw;1450779_at,Fabp7

***Otx2*-CKO-down & *Nr2e3*-null-down (2 probes)**

1416203_at,Aqp1;1417889_at,Apobec2

***Otx2*-CKO-down & *Nr2e3*-null-up (6 probes)**

1422907_at,Gnat2;1454770_at,Cckbr;1448602_at,Pygm;1450830_a_at,Pde6c;1429036_at,Otop3;1450779_at,Fabp7

How the deposited data were processed for this re-analysis (not part of the article)

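The 12 arrays hold whole-retina RNA of 4 groups, control and *Otx2* CKO retina at P1 and at P12, with 3 arrays in each group. According to the paper the authors labeled total RNA with the 1-cycle cDNA and IVT kits and hybridized it to Affymetrix GeneChip Mouse Genome 430 2.0 arrays. The deposited signal intensity values are linear signals that the authors determined with GeneChip Operating Software 1.4. No scaling target, normalization between arrays or statistical test is given in the sources used here. The values are not below 0 and carry 1 decimal, and the arrays do not share a trimmed mean, so that no scaling of all arrays to 1 target is visible in them. The group means give the signal log ratios printed in Tables 1 to 3, which settled that the signals are linear. Everything else was computed here from these values, in R 4.3.3 with limma 3.58.1 and in Python with matplotlib for the figures.

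The table has 45101 probe sets. The 64 AFFX control probe sets were left out of the tests. Gene symbols were taken from the platform annotation. Of all probe sets 34958 had 1 symbol (the Entrez ID of 34754 matched the gene table), 932 had several and 9211 were not named, and the last 2 kinds were counted but not named singly. Of 541212 values 826 were 0, and no pair of arrays was identical. Genotypes follow the titles, source names and genotype fields of the samples. Free-text descriptions of some samples name the other genotype, and the group means of the paper's tables fit the titles.

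The main model was limma's lmFit and eBayes with a trend, on log2(signal + 16) of the signals as deposited, with the 12 arrays in 1 model of 4 groups and no block. It estimates 1 spread for each probe set over both ages. Log2 signals of arrays of the same group had correlations of 0.958 to 0.986 at P1 and 0.884 to 0.965 at P12. Tests at P1 therefore also carry the scatter of the P12 arrays, and tests at P12 that of the P1 arrays. A probe set was tested where its mean signal was at least 50 in at least 1 of the compared groups, after the paper's signal limit. Adjusted p values are Benjamini-Hochberg values over the probe sets tested in a comparison, with a threshold of 0.05. The comparisons were *Otx2* CKO against control at P1 and at P12, the difference between these effects, and P12 control against P1 control. The paper's criterion was a signal log ratio of at most −1 with a control mean of at least 50, or of at least 1 with an *Otx2* CKO mean of at least 50, without a test. The P12 control arrays serve in 2 comparisons, and the correlation and covariance this gives by chance were simulated for arrays that are not paired.

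Gene lists were tested with camera at a preset correlation of 0.01, with 1 probe set for each gene, the one with the highest mean signal, and again with an estimated correlation and with the roast approximation fry. There are 27 lists with 497 genes, 458 of which have a named probe set: rod phototransduction, cone phototransduction, outer segment structure, photoreceptor and primary cilium, ribbon synapse, visual cycle, bipolar, amacrine, horizontal and ganglion cell, Muller glia, reactive gliosis, microglia and macrophage, interferon response, blood vessel, red blood cell, retinal pigment epithelium, lens, sclera and connective tissue, oligodendrocyte, cell cycle, retinal progenitor and neurogenesis, GABA and glycine transmission, p53 and apoptosis, glycolysis, oxidative phosphorylation, and cholesterol synthesis. Lists with fewer than 3 tested members were not tested, which left out the red blood cell and lens lists. Several members of the photoreceptor, bipolar, amacrine and progenitor lists are in the paper's tables, whose values had been seen, so the tests were repeated without these genes.

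Genes are named by a rule: *Otx2*, every gene the paper names, for each genotype comparison the 10 largest rises and the 10 largest falls outside Tables 1 to 3 (past the threshold, with the arrays of the groups apart and 1 symbol), and up to 4 members of each list with the largest change past the threshold. The samples, the model, the lists, this rule and most of the alternatives were set before the data were examined, and the values printed in the paper's tables had been read by then. The alternatives set then were quantile, median and spike scaling of the 12 arrays (bioB, bioC, bioD and cre), offsets of 1 and 50, a floor of 20, no signal filter, a signal limit of 100, a limit on the mean over 12 arrays, the experiment number as a block, each age fitted alone, eBayes without the trend, the test together with the paper's criterion, separation by rank, leaving out each array in turn, 5 readings of the paper's criterion, and all probe sets of a gene in the lists. Alternatives chosen after seeing the data were quantile normalization, 2% trimmed mean and spike scaling within an age, trimmed mean scaling of all arrays, spike scaling without bioB, quantile normalization within an age together with the block, and signal log ratios rounded to 1 decimal. A first run of the model, of several scalings, of the block and of the list tests came before the self-test, the check of pairing and the predictions for the technical explanations.

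Arrays of the same experiment number deviated together from their group means. The correlations of same-number pairs were 0.17 to 0.33 at P1 (other pairs −0.27 to −0.050) and 0.54 to 0.88 at P12 (other pairs −0.80 to 0.048). The number within an age was therefore taken to pair arrays. The fits with the block allow for this pairing, and the main model does not. Between the control groups of the 2 ages they were −0.046 to −0.011, which is no pairing. The pairing comes from the experiment numbers in the sample titles and these correlations, not from a description of the design. The model has 8 residual and 4.58 prior degrees of freedom. With the block limma left 4 residual degrees of freedom and estimated infinite prior ones, so its p-values assume that probe sets of like signal share 1 spread.

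The model was tested on simulated arrays with known changes. The rates below hold for the simulated arrays only. The real arrays of 1 experiment number deviated together, and correlations within a group reached lower values at P12 than at P1. Of 2 random draws tried, the one reported called more of the unchanged probe sets. At P1 it found 33 of 100 2-fold and 95 of 100 4-fold changes and called 18 of 9260 unchanged probe sets. At P12 it found 23 and 93 of 100 and called 8 of 18525 unchanged ones. The list test found the 1 shifted list of 24 and called no other. Of the arrays, 8288 ± 212 probe sets in the P1 control, 7197 ± 866 in the P1 *Otx2* CKO, 17929 ± 1364 in the P12 control and 19913 ± 3228 in the P12 *Otx2* CKO retina had a signal of at least 50 (SD, n = 3 each). The 3′ to 5′ signal ratio of *Gapdh* was 0.671 to 0.833 over the arrays. The bioB spike was near background at P12 (a mean of at most 3.86 in an array).

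Histology, in situ hybridization, immunostaining, reporter and RT-PCR data of the paper and the *Crx* and *Nrl* KO arrays of earlier studies were not analysed here. Sites upstream of genes were not searched, and gene ontology terms were not used.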

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

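Chosen after the results were seen were the scalings without bioB and within an age, the tests of the microglia list against quantile normalization, other cell types and connective tissue, and the search for genes that separate in different directions at the 2 ages.

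At P12 75.7% of the probe sets that limma called were higher in the *Otx2* CKO retina. With the arrays scaled to the bioC, bioD and cre spikes, which are not retinal RNA, the share was 46.1%. It was 48.3% with quantile normalization. Quantile normalization gives all arrays 1 distribution and would remove a real shift as well, so that value cannot tell scaling from biology. As deposited the share was 58.7% without *Otx2* CKO replicate 1, the brightest array, and 66.6% to 83.2% without 1 of the other P12 arrays. With each age fitted alone it was 46.3% (438 lower, 377 higher). That fit takes the spread from the P12 arrays alone, whereas the main model pools both ages. It has 4 residual and 6.98 prior degrees of freedom at P12, against 8 and 4.58 in the main model. Which of these lowers the number of calls was not tested. The scaling of the arrays, and 1 bright array in particular, may account for the excess, and the share also depends on the fit. No biological explanation was tested for it.

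Microglia and macrophage genes, which the paper does not discuss as a group, were higher in the *Otx2* CKO retina at P12 with a median log2 change of 1.74 over 19 tested genes, none of which is in another list or in Tables 1 to 3. The tables argue against the scaling of the arrays as the whole cause (median 1.47 after quantile normalization within the age) and against the bright array (median 1.90 without it). A smaller share of photoreceptor RNA would raise other cell types alike, but the median lay 0.92 above that of 53 amacrine, ganglion and Muller genes (permutation p = 1.0e-05, two-sided, the smallest that 100000 resamples can give). This permutation, like that for connective tissue below, takes genes as independent, and genes of 1 cell type are not. Its p-values do not measure the variation between arrays, and the weight lies on the difference of the medians. Connective tissue carried over in the dissection would raise its own genes as much, but these had a median of 0.28 (7 genes, exact permutation p = 0.000334), with *Col6a1* at 152 in the control and 304 in the *Otx2* CKO retina and *Bgn* at 92.1 and 85.3 (both named after their values were seen). Pigment epithelium or choroid carried over is not excluded by that list, since the pigment cell genes *Dct* and *Tyrp1* rose by 1.94 and 1.54, and the retinal pigment epithelium list had a median of 0.71 with 3 of 8 genes higher and none lower. More microglia, or more active ones, in the *Otx2* CKO retina is a candidate explanation that stays open, a hypothesis found and tested on the same whole-retina arrays, which no cell sort was part of.

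At P12 arrays of the same experiment number deviated together. Array brightness would not leave this after quantile normalization within the age, yet the lowest correlation of a same-number pair was then 0.55, while the highest of any other pair was −0.045. A shared preparation or hybridization of the arrays of a number may explain this, and litters or animals shared by a number, which the sample labels do not give, remain untested. Of the 10 splits of the P12 arrays the real one gave 3998 changed probe sets and the highest other 2964, the latter separating number 1 from number 2, and 10 splits are too few for a share under 0.05. Among splits that part every pair, the real one gave 3998 without and 9309 with the experiment number as a block, and the 3 others gave 0 in both fits.

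The change in the *Otx2* CKO retina differed between P1 and P12 for 1049 probe sets in limma's test. Of 100 splits of the arrays, 7 gave as many, the real one included (highest other 1367). All 11 other splits with any call keep the real grouping at P12, which points to the P12 arrays. They mix only the P1 genotypes and gave 739 to 1367, and every split that mixes the P12 genotypes gave 0. Splits that keep the P12 genotype effect are not chance groupings, so the 7 of 100 cannot decide on chance. The count of 1049 does not show that the P1 genotypes contribute to it. The count was 485, 475 and 420 without P1 control replicates 1, 2 and 3, 625, 459 and 447 without P1 *Otx2* CKO replicates 1, 2 and 3, 3295 without P12 control replicate 2 and 572 without P12 control replicate 3. Splits of the 6 P1 arrays gave 15 changed probe sets for the real grouping and 0 at most for another, and splits of the 6 control arrays 15619 and 0, and with 10 splits each these are too few for a share under 0.05. With the block at P1, the real grouping gave 83 and exchanging the genotypes of number 1 gave 144, so the blocked calls at P1 follow a structure of the samples as well as the genotype.

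In 9 of the genes named here the arrays of the genotypes did not overlap at either age. This is a count of named genes, not of all probe sets. At 1 age chance gives such a separation in 10% for 3 against 3 counting both directions. In these 9 genes the *Otx2* CKO arrays were lower at P1 and higher at P12, and the changes differed between the ages in limma's test. At P1 such a separation held for 1844 lower and 30 higher of 8384 tested probe sets, with a median log2 change of −0.20 over all of them, so that a lower signal at P1 is not told apart here from dimmer arrays. The P1 signals of *Rag1* (6.33 in the control and 2.97 in the *Otx2* CKO retina), *Tyrp1* (5.17 and 1.90) and *C2cd4b* (26.3 and 6.73) are near background, and their direction at P1 is not read. The change of *Mcm7* at P1 had the other sign under 3 of 8 scalings. Those of *Mdk* (−0.25 to −0.14), *Apoe* (−0.33 to −0.22) and *Rdh10* (−0.31 to −0.21) stayed below 0 under all 8. So did those of *Mcm6* (−0.26 to −0.16) and *Mcm5* (−0.13 to −0.0093). None of these genes passed limma's threshold at P1 under any of the 8. The differences of the log2 changes were 3.35 (adjusted p = 0.000565) for *Rag1*, 3.00 (adjusted p = 0.000374) for *C2cd4b*, 2.97 (adjusted p = 0.000286) for *Mdk*, 1.28 (adjusted p = 0.0242) for *Rdh10*, 2.39 (adjusted p = 0.000815) for *Apoe*, 1.78 (adjusted p = 0.00322) for *Tyrp1*, 2.06 (adjusted p = 0.00379) for *Mcm7*, 1.65 (adjusted p = 0.0211) for *Mcm6* and 1.44 (adjusted p = 0.0441) for *Mcm5*. *Rdh10* lost this call when any 1 of 6 arrays was left out (adjusted p up to 0.0848, without P1 *Otx2* CKO replicate 2). *Mcm6* lost this call when any 1 of 5 arrays was left out (adjusted p up to 0.0706, without P1 *Otx2* CKO replicate 2). *Mcm5* lost this call when any 1 of 9 arrays was left out (adjusted p up to 0.120, without P1 control replicate 2). After quantile normalization within the age 6 of the 9 still passed, and *Rdh10*, *Mcm6* and *Mcm5* did so under none of 8 scalings, while *Apoe*, *Tyrp1* and *Mcm7* passed under 7 and the others under 8.

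Besides the microglia list, several gene lists outside those the paper discusses passed camera's test at its preset correlation, and none of these others passed with an estimated one. Camera compares a list with the other genes. The visual cycle list passed downwards at P1 with a median of −0.35 (camera adjusted p = 6.85e-05, 0.0902 with an estimated correlation, 4.45e-08 to 0.348 over the alternatives, 1 of 4 genes lower, 8 of 8 scalings calling it with a median of −0.31 to −0.062), but without the gene of the paper's tables its median was −0.19 (adjusted p = 0.348, 4.45e-08 to 0.348 over the alternatives), so that the call at P1 rests on 1 gene. It passed at P12 with −0.77 (camera adjusted p = 2.04e-05, 0.176 with an estimated correlation, 6.78e-12 to 0.176 over the alternatives, 3 of 8 genes lower and 1 higher, and −0.19 without the genes of the paper's tables). Glycolysis genes ranked above the other genes at P1, where the median of all tested probe sets was −0.20, with 0.15 (camera adjusted p = 1.32e-11, 0.103 with an estimated correlation, 8.27e-22 to 0.103 over the alternatives, 0 of 16 genes past limma's threshold and 1 higher and 0 lower at an unadjusted p under 0.05), and below them at P12, with −0.20 (camera adjusted p = 0.00783, 0.474 with an estimated correlation, 0.00118 to 0.474 over the alternatives, 3 of 18 genes lower and 1 higher), and each median kept its sign under 8 scalings, while the call at P12 ended without P12 control replicate 2 (adjusted p = 0.0979) and without P12 *Otx2* CKO replicate 1 (adjusted p = 0.0540). Against no change, fry gave adjusted p = 0.654 at P1 and 0.682 at P12 for this list. The p-values of fry, here and for the blood vessel list below, depend on the order of the columns in the model. No conclusion rests on them. Cholesterol synthesis genes passed upwards at P1 although their median was −0.071 (camera adjusted p = 0.0468, 0.515 with an estimated correlation, 0.00243 to 0.515 over the alternatives, and the median was above 0 under 8 scalings, none of which called it), and downwards at P12, with −0.016 (camera adjusted p = 0.0457, 0.489 with an estimated correlation, 0.00400 to 0.489 over the alternatives, with −0.34 to −0.31 under 8 scalings and 6 of 8 scalings calling it, 0 of 17 genes past limma's threshold and 2 higher and 0 lower at an unadjusted p under 0.05). Their call ended at P1 when any 1 of 4 arrays was left out (adjusted p up to 0.387, without P1 *Otx2* CKO replicate 1) and at P12 without P12 control replicate 2 (adjusted p = 0.139), without P12 control replicate 3 (adjusted p = 0.156) and without P12 *Otx2* CKO replicate 1 (adjusted p = 0.104). Reactive gliosis genes rose at P12 with a median of 0.81 (camera adjusted p = 0.0186, 0.176 with an estimated correlation, 0.000401 to 0.176 over the alternatives, 3 of 8 genes, 5 of 8 scalings calling it with 1 to 2 genes higher), a call that ended without P12 *Otx2* CKO replicate 2 (adjusted p = 0.0524). Oligodendrocyte genes rose with 1.19 (camera adjusted p = 0.0186, 0.116 with an estimated correlation, 0.00569 to 0.116 over the alternatives, 3 of 4 genes, 5 of 8 scalings calling it with 1 to 3 genes higher). GABA and glycine transmission genes rose with 1.00 (camera adjusted p = 0.0317, 0.450 with an estimated correlation, 0.00249 to 0.450 over the alternatives, 8 of 8 scalings calling it), a call that ended without P12 control replicate 2 (adjusted p = 0.369). Blood vessel genes ranked below the other genes with −0.27 (camera adjusted p = 0.0317, 0.384 with an estimated correlation, 0.0104 to 0.384 over the alternatives, fry adjusted p = 0.662 against no change, 1 of 11 lower and 1 higher, 4 of 8 scalings calling it), a call that ended without P12 control replicate 1 (adjusted p = 0.0837), without P12 control replicate 2 (adjusted p = 0.0521) and without P12 *Otx2* CKO replicate 1 (adjusted p = 0.0540). Oxidative phosphorylation genes passed downwards although their median was 0.044 (camera adjusted p = 0.0186, 0.597 with an estimated correlation, 7.68e-05 to 0.945 over the alternatives, 0 of 30 genes past limma's threshold and 0 higher and 0 lower at an unadjusted p under 0.05), since the other genes rose more, and under 8 scalings the median was below 0. This call ended without P12 control replicate 2 (adjusted p = 0.945) and without P12 *Otx2* CKO replicate 1 (adjusted p = 0.115).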

How the results depend on the processing

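Quantile normalization within an age, trimmed mean scaling, spike scaling without bioB, and quantile normalization together with the block were chosen after the results were seen. Of 470 tests of named genes and gene lists, 271 stayed on their side of the threshold under every alternative run on them. Over these tests and alternatives 11231 values were on the same side, 813 lost a call, 229 gained one and 0 had a call in the opposite direction, which for lists is the direction of camera. Leaving out 1 array ended 11 to 46 of these calls, most without P1 control replicate 2. The count of Text S1 probe sets kept within 1.5 times its value under every alternative, as did the counts not given below. At P1 8384 of 45037 probe sets reached a mean of 50, and the array scale was not given, so that no share of raised and lowered probe sets can be read from these signals alone. Where no cause is named, the cause was not tested.

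With quantile normalization of the 12 arrays, limma gave 35 lower probe sets at P1, 1356 higher at P12 and 6905 different between the control groups, and the paper's criterion 27 higher at P1 and 1112 higher at P12. With median scaling limma gave 28 lower at P1, 798 higher at P12, 394 with an effect that differs between the ages and 5958 between the control groups, and the criterion 159 lower and 38 higher at P1 and 1223 higher at P12. With spike scaling including bioB limma gave 1670 lower and 1688 higher at P12, and the criterion 55 lower and 10 higher at P1 and 1616 lower and 1599 higher at P12. With spike scaling without bioB limma gave 1140 higher at P12 and 9086 between the control groups, and the criterion 31 higher at P1 and 1210 at P12. Trimmed mean scaling of the 12 arrays gave 34 lower at P1, 1247 higher at P12 and 6807 between the control groups by limma, and 150 lower and 28 higher at P1 and 1137 higher at P12 by the criterion. Within an age, quantile normalization gave 1854 lower and 1764 higher at P12 by limma, and by the criterion 8 higher at P1, 1642 lower and 1395 higher at P12. Trimmed mean scaling within an age gave 1801 lower and 1785 higher at P12, and by the criterion 7 higher at P1, 1606 lower and 1445 higher at P12. Spike scaling within an age gave 1643 lower and 1468 higher at P12, and by the criterion 56 lower and 13 higher at P1 and 1612 lower and 1439 higher at P12.

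With the experiment number as a block limma gave 79 lower and 4 higher probe sets at P1, 1552 lower and 7757 higher at P12 and 7084 with an effect that differs between the ages. In this fit the prior degrees of freedom were infinite, which by construction lowers the p-values. With quantile normalization within an age and the block they were 7.24, and 43 were lower and 4 higher at P1, 3806 lower and 4898 higher at P12 and 4849 differed between the ages. At P12 the blocked camera tests of the ganglion cell (adjusted p = 0.0538), blood vessel (0.130), cell cycle (0.124), glycolysis (0.0538), oxidative phosphorylation (0.0846) and cholesterol synthesis lists (0.124) no longer passed, nor did cholesterol synthesis at P1 (0.106). Each age fitted alone takes the spread from that age only and leaves 4 residual degrees of freedom, with 6.98 prior ones at P12. This fit gave 438 lower and 377 higher at P12 and 13 of the Table 3 transcription factors, against 20 in the model of all arrays. At P1 it gave 15 lower, as did the model of all arrays.

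An offset of 1 gave 516 probe sets with an effect that differs between the ages, an offset of 50 gave 5 lower at P1, and a signal limit of 100, which tests fewer probe sets, 9. Without a signal filter, with 45037 tested, 27447 differed between the control groups. Separation by rank, which chance gives in 10% for 3 against 3, held for 1844 lower and 30 higher probe sets at P1. Of the readings of the criterion, a limit on both group means, which is stricter, gave 18 lower and 1 higher at P1 and 515 lower and 2285 higher at P12. A limit on every array gave 57 lower at P1, the mean of same-number ratios 5 higher at P1, and group medians 266 lower and 8 higher at P1. With 1 probe set for each symbol, 594 were lower and 2158 higher at P12. With an estimated correlation, 6 of the 20 lists called at P12 passed: rod, cone, outer segment, ribbon synapse, bipolar, and microglia.

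Leaving out 1 array gave 4 to 18 lower probe sets at P1 by limma (4, 4 and 4 without control replicate 1, control replicate 2 or *Otx2* CKO replicate 2, and 6 without *Otx2* CKO replicate 3) and 0 to 2 higher (the most without control replicate 3). At P12 it gave 1540 to 5011 higher, 5011 without control replicate 2, 1540 without control replicate 3 and 1793 without *Otx2* CKO replicate 1. Probe sets with an effect that differs between the ages were 420 to 3295: 485, 475 and 420 without P1 control replicates 1, 2 and 3, 625, 459 and 447 without P1 *Otx2* CKO replicates 1, 2 and 3, and 3295 and 572 without P12 control replicates 2 and 3. By the criterion 77 to 520 were lower at P1 (520 without *Otx2* CKO replicate 1) and 2 to 13 higher (13 without control replicate 3, and 7 without control replicate 1 or *Otx2* CKO replicate 2). At P12 926 to 1562 were lower (1562 without *Otx2* CKO replicate 1) and 1617 to 5901 higher (1617 without *Otx2* CKO replicate 1 and 5901 without replicate 2). A planned search for TAATC sites was not run, since no genome sequence was at hand.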

Differences from the paper's values

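Rounding the signal log ratio to 1 decimal was chosen after the values were seen. Among the paper's values that were compared here, no count of probe sets and no fold increase differed by more than 1.5 times. No signal log ratio among them differed by more than the spread between replicates. The paper's counts from *in situ* lists and its signal log ratios of *Tnfsf13* and *Pitpnm1* were not compared. The shares of gene categories, which the paper takes from gene ontology terms and which rest here on lists, do differ, and are given below. At the paper's limits, 91 probe sets were lower at P1 (the paper's 101) and 3 higher (the paper's 3), and 976 were lower (the paper's 1049) and 3744 higher (the paper's 4149) at P12. For the categories the counts were 26 higher at P1 (the paper's 36), 235 lower (the paper's 241) and 111 higher (the paper's 121) at P12. The limits of Tables 1 and 2 gave 49 and 50 probe sets (the paper's 46 and 37), and those of the comparison with *Crx* and *Nrl* KO retina 367 (the paper's 367).

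With signal log ratios rounded to 1 decimal, the alternative chosen after seeing the values, the counts were 101 and 3 at P1, 1048 and 4149 at P12, and 36, 241 and 121 for the categories. This drops none of the probe sets of Tables 1 and 2, but gives 54 and 52 probe sets at their limits and 380 for the comparison with the KO retinas. With the signal limit applied to every array of the higher group, set before the data were examined, the limits of Tables 1 and 2 gave 46 and 37 probe sets. Without P12 *Otx2* CKO replicate 2 those of Table 1 gave 46 as well. Where the count computed here was not the paper's, no other alternative run on it reached the paper's.

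*Ccdc126* had a signal log ratio of −3.00 at P12, against the paper's −3.5, and its range over the alternatives was −3.38 to −2.81, which does not reach the paper's value. *Slc6a9* rose 2.42-fold on its brighter probe set, 1.87-fold to 2.77-fold over the alternatives, against the paper's 3.0 for Glyt1, which its other probe set reached with 3.02-fold. *Pax6* and *Gad2* rose 2.96-fold and 3.52-fold, against the paper's 3.0 and 3.5, and the ratio of *Gad2* was 1.61 without P12 *Otx2* CKO replicate 1 and 5.60 without P12 control replicate 1.

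The paper places a larger share of ciliary genes among the lowered probe sets at P12 than at P1. With the list written here, not gene ontology terms, and the paper's limits, which differ between the ages, the shares were 3.75% at P1 and 3.32% at P12, each more than 1.5 times from the paper's, while 11 of 34 tested genes fell at P12 in limma's test and 1 of 12 at P1. The paper also places a larger share of cell cycle genes among raised than among lowered probe sets at both ages. Of the 29 genes listed here, none was among the raised or lowered probe sets within the limits for the categories at either age, and at P1 the list was lower than the other genes with a median log2 change of −0.32 (camera adjusted p = 4.47e-06, 0.109 with an estimated correlation, 1.59e-12 to 0.109 over the alternatives, and a median of −0.15 to −0.020 under 8 scalings). At P12 its direction was the paper's, with 3 of 6 tested genes higher in limma's test. Its call at P12 (camera adjusted p = 0.0323) ended with an estimated correlation (adjusted p = 0.430). It held under 3 of 8 scalings, with 1 to 3 genes higher. The share of phototransduction genes at P12, also by a list written here, was 13.7%, more than 1.5 times below the paper's.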

Other observations

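The scalings without bioB and within an age used here were chosen after the results were seen. Some genes of glycolysis and of the visual cycle changed at P12 (signals in control and *Otx2* CKO retina, then log2 change and adjusted p from limma, as below). *Ldha*, lactate dehydrogenase A, went from 4934 to 2159 (−1.17, adjusted p = 0.00510), *Pkm*, pyruvate kinase, from 3582 to 1948 (−0.93, adjusted p = 0.0241) and the hexokinase gene *Hk1* from 1641 to 897 (−0.84, adjusted p = 0.0293), while *Ldhb*, which encodes the other lactate dehydrogenase chain, went from 648 to 1269 (1.06, adjusted p = 0.0349), with overlapping arrays. In the visual cycle the photoreceptor genes *Rdh12* (1411 to 19.9) and *Abca4* (1681 to 71.2) were lost, and *Rdh10*, which acts in other cells, went from 879 to 1513 (0.78, adjusted p = 0.0185). Pigment cell genes rose: *Dct* from 231 to 949 (1.94, adjusted p = 0.000339), *Tyrp1* from 45.9 to 167 (1.54, adjusted p = 0.000233) and *Tyr* from 33.5 to 76.6 (0.84, adjusted p = 0.0394). Over the retinal pigment epithelium list 3 of 8 tested genes rose and none fell, with a median of 0.71 (camera adjusted p = 0.0679, 0.506 with an estimated correlation, 0.00818 to 0.506 over the alternatives), passing without P12 control replicate 3 (adjusted p = 0.0347) and without P12 *Otx2* CKO replicate 1 (adjusted p = 0.00818), and pigment epithelium carried over in the dissection stays open as a source. *Rdh10* and *Tyr* passed limma's threshold under none of 8 scalings, *Ldhb* under 2 and *Hk1* under 7. *Pkm* lost its call without P12 control replicate 3 (adjusted p = 0.0832) and without P12 *Otx2* CKO replicate 2 (adjusted p = 0.0686), *Hk1* without P12 control replicate 3 (adjusted p = 0.0576) and without P12 *Otx2* CKO replicate 3 (adjusted p = 0.0916), *Rdh10* without P12 *Otx2* CKO replicate 3 (adjusted p = 0.0529), *Ldhb* when any 1 of 9 arrays was left out (adjusted p up to 0.143, without P12 control replicate 3) and *Tyr* when any 1 of 9 arrays was left out (adjusted p up to 0.0976, without P12 *Otx2* CKO replicate 2).

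Some genes of the reactive gliosis, oligodendrocyte, and p53 and apoptosis lists rose as well. *Gfap*, the intermediate filament of reactive glia, went from 72.6 to 208 (1.40, adjusted p = 0.00932), the adhesion receptor *Cd44* from 80.7 to 304 (1.78, adjusted p = 0.0199) and *A2m*, a protease inhibitor, from 36.5 to 81.6 (0.88, adjusted p = 0.00839). *Olig1*, a transcription factor of oligodendrocyte precursors and of some progenitors, was near background in the control and went from 5.70 to 95.3 (2.37, adjusted p = 6.00e-05), and the myelin genes *Ugt8a* and *Cnp* from 15.3 to 61.9 (1.24, adjusted p = 0.0156) and 357 to 768 (1.14, adjusted p = 0.0142). Of the p53 and apoptosis list *Bbc3*, *Bid* and *Apaf1* went from 54.7 to 179 (1.46, adjusted p = 0.000725), 67.4 to 211 (1.45, adjusted p = 0.000341) and 88.8 to 206 (1.03, adjusted p = 0.0180), and the list had a median of 0.48 (camera adjusted p = 0.0757, 0.450 with an estimated correlation, 0.0433 to 0.450 over the alternatives). *B2m*, a chain of class I molecules, went from 169.8 to 620.5 (1.73, adjusted p = 0.00408) and was the only one of 7 tested interferon response genes past limma's threshold as deposited. The list median was 0.47 (camera adjusted p = 0.841, 0.880 with an estimated correlation, 0.579 to 0.998 over the alternatives, with a change of sign under 4 of 8 scalings). Among horizontal cell genes *Lhx1* fell from 55.5 to 8.13 (−1.58, adjusted p = 0.00107) and *Calb1* from 404 to 169 (−1.18, adjusted p = 0.00111), while *Onecut2* went from 23.7 to 149 (1.80, adjusted p = 0.0373) with overlapping arrays, and the median of the 4 tested genes was 0.078 (camera adjusted p = 0.0648, 0.312 with an estimated correlation, 0.0158 to 0.949 over the alternatives, the test pointing down and the median changing sign under 4 of 8 scalings), with a call without P12 control replicate 2 (adjusted p = 0.0281) and without P12 *Otx2* CKO replicate 3 (adjusted p = 0.0352). Of the blood vessel list, the receptor gene *Kdr*, which horizontal cells and progenitors also express, went from 392 to 1059.5 (1.40, adjusted p = 0.00887) and *Esam*, an endothelial adhesion gene, from 215 to 94.7 (−0.99, adjusted p = 0.0257). Of the sclera and connective tissue list *Col5a2* went from 33.7 to 63.4 (0.67, adjusted p = 0.0291), and the list tested down (camera adjusted p = 0.791, 0.349 to 0.993 over the alternatives) with a median above 0 as deposited and below 0 under 8 scalings. *Cd44* and *Col5a2* passed limma's threshold under none of the 8 scalings, *Cnp* under 2, *A2m* and *Onecut2* under 3, *Ugt8a* and *Lhx1* under 4 and *Esam* under 7. *Cd44* lost its call without P12 control replicate 3 (adjusted p = 0.0798), without P12 *Otx2* CKO replicate 1 (adjusted p = 0.0514) and without P12 *Otx2* CKO replicate 3 (adjusted p = 0.0518), *Esam* without P12 control replicate 3 (adjusted p = 0.0550) and without P12 *Otx2* CKO replicate 3 (adjusted p = 0.0755), *Col5a2* when any 1 of 6 arrays was left out (adjusted p up to 0.102, without P12 control replicate 3) and *Onecut2* when any 1 of 8 arrays was left out (adjusted p up to 0.116, without P12 *Otx2* CKO replicate 1). In the genes of these 2 paragraphs other than *Ldhb* and *Onecut2*, all 3 *Otx2* CKO arrays lay on 1 side of the control arrays.

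The 2 ages differ in their control spikes. The bioB hybridization spike had a mean of 42.9 ± 4.83 in the P1 control and 2.03 ± 0.738 in the P12 control arrays, and the dap polyadenylated spike 175 ± 23.2 and 1.64 ± 0.376 (SD, n = 3 each), so that the handling of the spikes is confounded with age. Between the control groups 15342 probe sets were higher and 277 lower at P12 as deposited, against 3435 and 3470 with quantile normalization of the 12 arrays, and the direction of a probe set between the ages depends on the scaling.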
